# The potent human CAR activator CITCO is a non-genotoxic hepatic tumour-promoting agent in humanised constitutive androstane receptor mice but not in wild-type animals

**DOI:** 10.1007/s00204-025-03982-9

**Published:** 2025-03-05

**Authors:** C. J. Henderson, A. W. McLaren, A. K. MacLeod, D. Lin, A. R. Cameron, L. R. Chatham, J. Moggs, F. Inesta-Vaquera, John P. Thomson, Richard R. Meehan, P. Chakravarty, M. Schwarz, C. Roland Wolf

**Keywords:** CITCO, Humanized mice, Non-genotoxic hepatocarcinogen, Constitutive androgen receptor, CAR, Hyperplasia, Rodent carcinogenicity tests

## Abstract

A large number of drugs and compounds produced by the chemical and agrochemical industry, often referred to as ‘non-genotoxic carcinogens’ (NGC), score as tumour promotors in rodent models. It is unclear whether these compounds act similarly in humans. The most extensively investigated compounds have been the anti-convulsive drugs, phenobarbital (PB), and phenytoin. Liver tumours induced by PB are dependent upon the activation of the constitutive androstane receptor (CAR). However, marked species differences in CAR activation by exogenous chemicals exist with some being much more potent activators of human CAR, e.g., 6-(4-chlorophenyl)imidazo[2,1-β][1,3]thiazole-5-carbaldehyde-O-(3,4-dichlorobenzyl)oxime (CITCO). We have compared CITCO-induced tumour formation in the livers of mice in which murine CAR has been replaced with its human counterpart. Our findings reveal that CITCO-dependent liver tumours are only formed in mice-expressing human CAR and not in wild-type animals. In addition, contrary to one of the proposed mechanisms of NGC carcinogenicity, we show that CITCO did not induce a hyperplastic response in the liver of the humanised mice. These data raise some key questions about the mechanism of action of NGCs and identify the limitations of current rodent carcinogenicity test systems in relation to risk assessment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00204-025-03982-9.

## Introduction

Human carcinogens can exert their carcinogenic activity primarily through a mutagenic “genotoxic” mechanism or, alternatively, through a tumour-promoting “non-genotoxic” mechanism (Luijten et al. 2020). Whilst some carcinogens operating through the former route may also contribute to disease in a non-genotoxic manner, the latter—tumour promotors, but often referred to as non-genotoxic carcinogens (NGC)—are not inherently genotoxic and thus not picked up in short-term genotoxicity assays (Jacobs et al. 2020). A large number of drugs and compounds produced by the chemical and agrochemical industry have been evaluated as non-genotoxic liver carcinogens in rodents and this has resulted in a vigorous debate as to whether these compounds are also tumour promotors in humans (Audebert et al. 2023; Lake 2018; Veltman et al. 2023). Epidemiological studies on epileptics who received prolonged treatment with anti-convulsive drugs phenobarbital (PB) and phenytoin have not demonstrated an increase in liver tumour incidence in these patients [for a review see (La Vecchia and Negri 2014) and references therein]. However, these data are limited and the possibility of a carcinogenic activity of these compounds in humans cannot be ruled out. Induction of liver tumours in rodents by PB is a consequence of the activation of a nuclear receptor, the constitutive androstane receptor (CAR) which then activates the expression of genes which promote carcinogenesis (Braeuning and Schwarz 2020; Cai et al. 2021; Yoshinari and Shizu 2022). There are marked species differences in CAR activation by exogenous compounds, with some being more potent murine Car activators, e.g., 1,4-bis-[2-(3,5-dichloropyridyloxy)] benzene (TCPOBOP) and other more potent activators of the human transcription factor, e.g., 6-(4-chlorophenyl)imidazo[2,1-β][1,3]thiazole-5-carbaldehyde-O-(3,4-dichlorobenzyl)oxime (CITCO) (Honkakoski 2022). Whilst CITCO was identified and subsequently used as a selective human CAR (hCAR) activator (Auerbach et al. 2005), more recent work (Lin et al. 2020) proposes that CITCO can also bind and activate another human hepatic nuclear receptor, PXR (hPXR), albeit in vitro principally using HepG2 and HepaRG cells (Stanley and Wolf 2022). Such species differences raise the possibility that certain compounds which are negative in rodent carcinogenicity studies may be tumour promotors in humans. In this paper, we show that CITCO promoted tumour formation in the livers of mice that are humanised for both CAR and PXR, but not in their wild-type counterparts. These data raise key questions, not only about possible limitations of current rodent test systems, but also about the possible risks associated with human exposure to CAR activators and potentially other tumour promoting agents.

## Materials and methods

Unless otherwise stated, all chemicals were purchased from Sigma-Aldrich (Poole Dorset, UK) and were of the highest quality obtainable. CITCO was purchased from Tocris Bioscience (Abingdon, Oxon, UK), catalogue #3683, purity > 98%. Gurr histological fixative (4% formaldehyde in formal saline) was purchased from VWR Chemicals (Lutterworth, Leics, UK).

### Animals

Mice deleted for Car or Pxr, and/or humanised for CAR and PXR, were generated and characterised as previously described on a C57BL/6NTac background (Ross et al. 2010; Scheer et al. 2010). Cytochrome P450 (CYP) 2B6-LacZ on a C57BL/6J background were maintained as previously described (McMahon et al. 2019).

Mice were kept in open-top cages with a sawdust base, shredded paper and sizzle nest bedding (Datesand, Manchester, UK), ad libitum access to food (RM1; Special Diet Services Ltd., Essex, UK) and drinking water, and acclimatised for at least 5 days before study commencement. Room temperature was between 19 and 23 °C and relative humidity 40–70%, with a 12-h light/dark cycle. Environmental enrichment was provided in the form of nestlets, chew sticks, red plastic tubes/houses, and forage diet (sunflower seeds). In all studies, mice were sacrificed by a rising concentration of CO_2_, and death was confirmed by exsanguination.

Animals were randomly assigned to control or treatment groups; analysts were not blinded to the identity of biological samples. Numbers of animal used were determined using power calculations (G*Power v3.1.9.2; www.gpower.hhu.de) and previous experience. Experimental design was undertaken in line the 3Rs principles of replacement, reduction, and refinement (www.nc3rs.org.uk).

For short-term studies, adult male wild-type (WT) mice, mice humanised for CAR and PXR (hCAR/hPXR) or mice nulled for Car XR and humanised for PXR (Car KO/hPXR), *n* = 3, were treated with corn oil (CO), CITCO (10 or 50 mg/kg), or PB (80 mg/kg) intraperitoneal (IP), daily, 4d and sacrificed on day 5 for blood and tissue collection.

For longer-term studies, adult male WT mice or mice humanised for CAR and PXR (hCAR/hPXR), *n* = 3, were treated with 0.1% (w/v) carboxymethylcellulose (CMC) or CITCO (10 mg/kg), IP, daily for 28d and sacrificed the next day for blood and tissue collection.

For tumour studies, we followed a standard protocol (Moennikes et al. 2000). Adult (8–10 weeks) male WT mice or mice humanised for CAR and PXR (hCAR/hPXR), *n* = 15, were treated with a single IP injection of diethylnitrosamine (N-nitrosodiethylamine, DEN; 90 µg/g body wt.) at the start of the study followed 21 days later by CITCO administered in powdered RM1 diet at the equivalent dose of 10 mg/kg. Another group each of WT and hCAR/hPXR mice were maintained on powdered diet alone as controls. Mice were weighed at least weekly throughout and removed from the study only on veterinary advice or if body weight had decreased by more than 20% from the initial starting weight. Mice were culled by a rising concentration of CO_2_ at 37 weeks, blood samples taken for determination of plasma CITCO levels, and blood chemistry analysis. Livers were dissected, weighed, rinsed in ice-cold PBS, examined grossly for evidence of tumours, and photographed. The gall bladder was removed from the median lobe, which was split in two and fixed overnight in 4% (v/v) *para*-formaldehyde (Gurr; VWR, UK). Fixed samples were then transferred to 70% (v/v) ethanol; one sample was kept in ethanol; the other was processed for wax embedding and sectioning/staining. The left lobe was cut in two; one piece was snap-frozen in liquid nitrogen, whilst the other was placed in a piece of aluminium foil on dry-ice to freeze. The latter was used for cryo-sectioning. The caudate, right anterior, and pyramidal lobes were all snap-frozen in liquid nitrogen and stored at − 80 °C until needed for analysis.

### Preparation of microsomes

Microsomal fractions were prepared from mouse tissues as described previously (Henderson et al. 2019). Briefly, after removal and rinsing in ice-cold PBS, fresh liver samples were homogenised in ice-cold SET buffer (0.25 M sucrose, 5 mM EDTA, 20 mM Tris–HCL, pH 7.4; 9 ml buffer/g liver) and centrifuged at 2000 rpm (Sorvall RTH-250,10 min, 4 °C). The supernatant from this step was further centrifuged (12,000 rpm, Sorvall SS-34 rotor, 20 min, 4 °C) and the resulting supernatant centrifuged at high speed (~ 30,000 rpm, Sorvall TFT-45.6, 90 min 4 °C). The resultant microsomal pellets were resuspended in ice-cold SET buffer and stored at −70 °C prior to protein estimation and subsequent analysis.

### Histology and immunostaining

Cryostat sections (10 µm thickness) were used for all stainings. Seven pairs of two serial sections each were prepared with 200 µm between each of the paired sections of which one was stained for glucose-6-phosphatase (G6Pase) activity to identify tumours deficient in this enzyme. The second section was immunohistochemically stained for glutamine synthetase (GS). Histochemical staining for G6Pase activity was performed according to Wachstein and Meisel (1957). Staining for GS was carried out on formaldehyde-fixed slices according to standard methods (Braeuning et al. 2010), using a primary antibody against GS (1:1000; Sigma, Taufkirchen, Germany) together with an appropriate horseradish peroxidase-conjugated secondary antibody (1:100; Dako, Glostrup, Denmark) with 3-amino-9-ethylcarbazole/H_2_O_2_ as substrates. Nuclei were counterstained by hematoxylin.

### Tumour quantification

Liver tumour burden was quantified by determination of the number and size of G6Pase-altered lesions using an Axio Imager light microscope (Imager.M1; Zeiss, Göttingen, Germany) with AxioVision software Rel.4.5 (Zeiss). Number and size of G6Pase-deficient tumour transections were determined in each of the 7 G6Pase-stained sections and total areas of the respective liver sections were measured for reference. Even though we used 20 sections between the individual slices, we often observed transections from one and the same tumour in several or all sections of the series. In these cases, tumours were counted as only one entity. The area fraction of tumours (tumour/normal tissue) was calculated for each section and averaged for each animal. Immunohistochemical staining for GS was assessed on parallel slices and tumours were classified as GS-positive or GS-negative according to their staining behaviour.

### Blood chemistry

Plasma was prepared from whole blood in heparinised tubes by centrifugation; analyses for alanine aminotransferase (ALT), lactate dehydrogenase (LDH), and albumin were carried out at the Clinical Pathology Service Laboratory (Mary Lyon Centre, Harwell, UK).

### Immunoblotting

Hepatic microsomal samples were separated by sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE), and CYP and cytochrome P450 oxidoreductase (POR) expression determined by immunoblot analysis using primary antibodies as previously described (Forrester et al. 1992), loading 20 µg of microsomal protein per lane. Positive control standards were membrane preparations from bacteria expressing recombinant murine P450s (1 pmol). Protein expression was visualised using Immobilon Western chemiluminescent detection (Millipore) according to the manufacturer’s instructions, and data were collected and processed (contrast/brightness adjusted identically for each across the entire image) using a Fujifilm LAS-3000 mini-CCD system and the device software Version 2.2. Acquired images were saved in the Tagged Image File Format using software MultiGauge (Fuji Film) and transferred to Power Point.

### Proteomic analysis

Sample preparation, data acquisition, and analysis by targeted high-resolution single ion monitoring (tHR/SIM) in vivo stable isotope labelling by amino acids in cell culture (SILAC) using a pathway-enhanced internal standard were carried out as described previously (MacLeod et al. 2015). Briefly, frozen liver tissue from experimental animals was homogenised in SDT lysis buffer (4% SDS, 0.1 M DTT, 100 mM Tris–HCl, pH7.6), heated to 95 °C for 5 min, sonicated, and debris pelleted by centrifugation at 16,000×*g* for 10 min. The supernatant containing protein for analysis was combined 1:1 with an identically prepared internal standard sample from ^13^C_6_-lysine metabolically labelled mice which had been administered a cocktail of inducers for constitutive androstane receptor (PB), pregnane X receptor (PCN; 5-pregnen-3β-ol-20-one-16α-carbonitrile), and aryl hydrocarbon receptor (bNF; β-naphthoflavone). This sample mixture was separated by SDS-PAGE and each lane cut into three bands for in-gel trypsin-mediated protein digestion. Extracted peptides were analysed using a nanoflow liquid chromatograph (Agilent 1200, Agilent, Santa Clara, CA, USA) with an LTQ-Orbitrap XL (Thermo Fisher Scientific, Waltham, MA, USA), interfaced with a Proxeon nanospray source with a stainless-steel emitter (Thermo Fisher Scientific). For calculation of statistical significance, normalised values were log2-transformed and then analysed by unpaired t test, relative to the WT CMC group, with Holm–Šidák correction for multiple comparisons (Alpha = 0.05). The LC–MS/MS method and tHR/SIM data analysis procedure are described in detail in MacLeod et al. (2015).

Principal components analysis, hierarchical clustering heatmaps, and volcano plots were generated using MaxQuant and Perseus as follows. Xcalibur files were processed using MaxQuant (v1.4.1.2) (Cox and Mann 2008) and the integrated Andromeda search engine with the Uniprot mus musculus (taxID: 10,090) reference proteome set (44,455 entries, downloaded 03.12.14). Cysteine carbamidomethylation was set as a fixed modification, with N-terminal acetylation and methionine oxidation as variable modifications. The protein false discovery rate was set to 1%, minimum peptide length was 7 and a maximum of 2 mis-cleavages was allowed. Data were processed in Perseus (v1.5.1.6). For each control/drug comparison, only proteins with ≥ 3 valid values were retained. Individual animal data were normalised to the mean of the control group, log_2_-transformed and missing values imputed from normal distribution.

### CITCO analysis

#### In vitro metabolism

CITCO (1 µM with 1% acetonitrile) was mixed with liver microsome (0.25 mg/mL) from DEN/CITCO-treated WT and hCAR/hPXR mice in 100 mM potassium phosphate buffer (pH 7.4) containing 3.3 mM MgCl_2_. After pre-incubation (5 min, 37 °C), the reactions were initiated by addition of an NADPH regenerating system (final concentration: 1.3 mM NADPH, 4 mM glucose-6-phosphate, and 2 U/mL glucose-6-phosphate dehydrogenase). CITCO depletion was followed over a 30 min period. An aliquot (100 µL) of reaction mixtures at 1, 5, 10, 20, and 30 min was quenched with the same volume of cold acetonitrile containing 400 ng/mL of triazolam as internal standard (IS). The samples were then centrifuged at 3000*g* for 55 min at 4 °C. An aliquot of the supernatant fraction was analysed by liquid chromatography–tandem mass spectrometry. Incubations were carried out in triplicate.

#### In vivo study

For sample collection, 20 μL of whole blood was withdrawn at the indicated time points. Samples were immediately added to a tube containing heparin solution (20 mL and 15 IU/mL) and put into liquid nitrogen then stored at − 80 °C until processing. On the day of analysis, acetonitrile (160 µL containing 200 ng/mL triazolam) was added to thawed samples which were shaken for 15 min, centrifuged for 10 min at 16,000×*g*, and analysed.

### Liquid chromatography–mass spectrometry–multiple reaction monitoring (LC–MS–MRM) analysis

Analysis of in vitro incubation and in vivo blood samples were carried out by ultra-high-performance liquid chromatography/tandem mass spectrometry (UHPLC/MS–MS) using a Waters Acquity UPLC (Micromass, Manchester, UK) and Micromass Quattro Premier mass spectrometer (Micromass, Manchester, UK) with Electrospray detection. The chromatography was performed using a C18 column (Kinetex^®^ 1.7µ 100A; 50 × 2.1 mm, Phenomenex, Macclesfield, UK) at a temperature of 45 °C with mobile phases of 0.1% formic acid (A) and acetonitrile and 0.1% formic acid (B). A gradient at a flow rate of 0.5 mL/min was run over 3 min as follows: 0–0.5 min: 95% A; 0.5–0.75 min: 95–50% A; 0.75–1.50 min: 50–5% A, 1.50–2.20 min 5% A, 2.20–3 min 5%−95% A, then returning to initial conditions for final 0.5 min. The mass spectrometer was operated in multiple reaction monitoring (MRM), and ion transitions monitored were m/z (mass-to-charge ratio) 435.7 to 260.2 for CITCO, 451.7 to 260.2 Hydroxyl CITCO, and 343.2 to 239.2 for triazolam as internal standard.

### Proliferating cellular nuclear antigen (PCNA) staining

Liver organs were dehydrated and embedded in paraffin and subsequently sectioned at 5 mM thickness using a Shandon Finesse 325 microtome. Sections were mounted in microscopy slides and kept at room temperature (RT) until further processing. For PCNA staining (DAKO, M0879), slides were deparaffinized with xylene and re-hydrated through a graded series of 100–50% (v/v) ethanol solutions, followed by 10 min boiling in citrate buffer (10 mM, pH 6) for antigen retrieval. Slides were subsequently permeabilized in Triton buffer (0.3% Triton X-100, 100 mM glycine) for 20 min at RT and washed in PBS before endogenous enzymes blocking (10 min, DAKO Dual Endogenous Enzyme Block buffer) as suggested by the manufacturer, washed with PBS, and incubated in goat serum non-specific antigen blocking buffer for 1 h at RT. The primary antibody (1:200 dilution in 5% bovine serum albumin/PBS buffer) was incubated over night at 4° and washed before polymer-HRP (DAKO) applied for 30 min according to the manufacturer’s instructions. The diaminobenzidine (DAB) + chromogen reaction was followed for 5 min under the microscope and stopped by slide immersion in distilled water and washed for 5 min under running water. Slides were then counterstained using haematoxylin buffer, and dehydrated washed in distilled water, dehydrated through 95% (v/v) ethanol and two changes of 100% (v/v) ethanol, cleared with two changes of xylene, air-dried, and mounted in DPX medium (Sigma).

### ImageJ quantitation

The software ImageJ v1.51q was used for quantitative image analysis of the PCNA staining. The densitometric analysis was based on microscope images which were acquired with a Zeiss Axio Observer (Carl Zeiss, Jena, Germany). For each untreated or treated mouse liver sample, five different fields were acquired. Captures were converted to 8-bit images, background subtracted, signal threshold applied, and converted to mask. Subsequently, the software was automatically determined particles greater than 50 pixels and average number of positive cells and standard deviation was plotted. Average values were compared by a Student’s *t* test.

### RNAseq analysis

RNA was extracted from liver tissue using TRIzol (Thermo Fisher Scientific) and according to the manufacturer’s instructions. RNAseq was carried out at the Wellcome Trust Clinical Research Facility (Edinburgh) and data files analysed at the Francis Crick Institute (London). FASTQC version 11.7 was used to assess FASTQ file quality.

Trimmomatic version 36 was used to trim adapter sequences from Fastq files.

Alignment to Ensembl Mus_musculus.GRCm38.89 was performed using STAR 2.5.2 and RSEM version 1.3.

Raw counts matrix was generated using in house scripts.

All downstream analysis was done using DESeq2 version 1.32 and R version 4.1.0 (2021-05-18). Differential analysis was done using DESEQ2 Wald’s test. Genes were called if the adjusted *p* value was less than 0.05.

## Results

To establish the role of the transcription factor CAR in the regulation of gene expression by CITCO, WT and humanised hCAR/hPXR and Car null/hPXR mice animals were treated for 4 days with vehicle, CITCO, or phenobarbital (PB). Based on Western blotting (Fig. 1A), reporter gene expression (Fig. 1B), RNA expression (Fig. 1C), proteomics (Fig. 1D), and immunohistochemistry (Fig. 1E), hepatic genes regulated by CAR, including Cyp2b10 and Cyp3a11, were highly induced by CITCO in hCAR/hPXR mice but at best only very weakly in WT animals. In contrast, PB, used as a positive control, induced the expression of CAR regulated genes in both the WT and hCAR/hPXR mice with equal efficacy and the changes in gene expression were attenuated in Car null/hPXR animals (Fig. 1A, C, E). These findings are consistent with reports in the literature (Braeuning et al. 2014; Braeuning and Pavek 2020; Yamamoto et al. 2004). It is unclear why, but interesting to note, that the population of hepatocytes in which Cyp2b10 expression was induced in hCAR/hPXR mice appeared to differ between PB (pericentral localisation, zone 3) and CITCO (mid-zonal, zone 2) treatment (Fig. 1E).

**Fig. 1:**
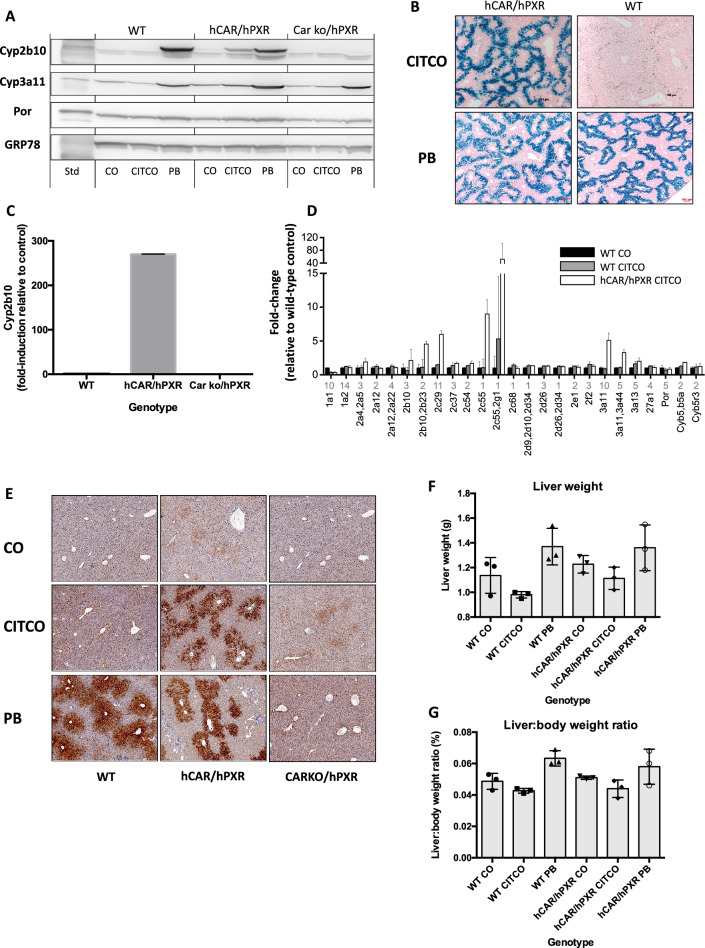
**a** Adult, male wild-type (WT) mice, mice humanised for CAR and PXR (hCAR/hPXR) and mice nulled for Car and humanised for PXR (Car ko/hPXR), n = 3, were treated with corn oil (CO), CITCO (10mg/kg, ip, daily for 4d) or phenobarbital (PB; 80mg/kg, ip daily, 4d) and sacrificed on day 5. Hepatic microsomal samples were pooled and immunoblotted as described in the Materials and Methods for Cyp2b10, Cyp3a11, P450 oxidoreductase (Por), and using GRP78 as loading control. **b** Transgenic mice carrying a CYP2B6-LacZ reporter and either wild-type (mCar/mPxr) or humanised for CAR and PXR (hCAR/hPXR) were treated with CITCO (10mg/kg, ip, daily for 4d) or phenobarbital (PB; 80mg/kg, ip daily, 3d), and sacrificed the following day. Liver tissue was cryosectioned and stained for β-galactosidase activity as described in Materials and methods. **c** Induction of Cyp2b10 RNA expression in adult, male wild-type (WT) mice, mice humanised for CAR and PXR (hCAR/hPXR) and mice nulled for Car and humanised for PXR (Carko/hPXR), n = 3, were treated with CITCO (50mg/kg, ip, daily for 4d) and sacrificed on day 5. **d** Proteomic analysis was carried out as described in the Materials and Methods on liver tissue from adult, male wild-type (WT) or mice humanised for CAR and PXR (hCAR/hPXR) (n = 3), were treated with CO or CITCO (10mg/kg, ip, daily for 4d) and sacrificed on day 5. Data shows fold induction (mean ± SD) of cytochrome P450 proteins, relative to WT vehicle control; numbers under Xaxis for each data set indicate the number of unique SILAC peptides used for quantification of that protein. **e** Adult, male wild-type (WT) mice, mice humanised for CAR and PXR (hCAR/hPXR) and mice nulled for Car and humanised for PXR (Carko/hPXR), n = 3, were treated with CO, CITCO (10mg/kg, ip, daily for 4d) or phenobarbital (PB; 80mg/kg, ip daily, 4d) and sacrificed on day 5. Liver tissue was fixed and processed for Cyp2b10 immunohistochemistry as detailed in Materials and Methods. **f** Liver weights, **g** liver-body weight ratio for mice treated in **e**; n = 3, symbols for each group indicate data points, error bars mean ± SD, and unpaired ttest indicates no significant difference for CITCO- or PB-treated groups relative to appropriate CO-treated control group

It has been proposed that the induction of hepatocyte proliferation and associated hyperplasia and liver growth is a key element in the adverse outcome pathway of PB-mediated liver tumour promotion in rodents (Yamada et al. 2015), but the situation in humans is less certain (Braeuning 2014; Braeuning and Schwarz 2016; Elcombe et al. 2014). In terms of liver weight and liver-to-body weight ratio, PB treatment increased both parameters in WT and hCAR/hPXR mice relative to vehicle control, albeit non-significantly, whereas no such change was observed in either WT or hCAR/hPXR animals following CITCO treatment, with both parameters decreasing (non-significantly) relative to vehicle control (Fig. 1F, G). Moreover, there was no increase in Ki67-labelling index in liver of CITCO- (4 days) treated hCAR/hPXR mice in contrast to what was seen in WT and in hCAR/hPXR animals treated with PB (data not shown). Blood chemistry data (alanine aminotransferase (ALT), bilirubin, lactate dehydrogenase (LDH), creatinine, and glucose for this study are shown in Supplementary Fig. 1. Although some of these biochemical parameters showed slight elevations in some cases, none were statistically significant with respect to relevant control treatment.

To further evaluate whether CITCO provoked cell-cycle effects and a cellular response, liver sections from WT and hCAR/hPXR mice treated with vehicle, CITCO or PB for 4d before sacrifice were processed, fixed and stained for the presence of proliferating cell nuclear antigen (PCNA), and the number of cells with PCNA-positive nuclei evaluated as described in Materials and methods; the results are shown in Fig. 2. The number of PCNA-positive cells was not significantly different between WT and hCAR/hPXR mice treated with vehicle or CITCO. However, with PB treatment, PCNA positivity was significantly elevated in WT compared to hCAR/hPXR mice, with the number of PCNA-positive cells in the latter animals being approximately of the same magnitude as in the other treatment groups (Fig. 2).

**Fig. 2:**
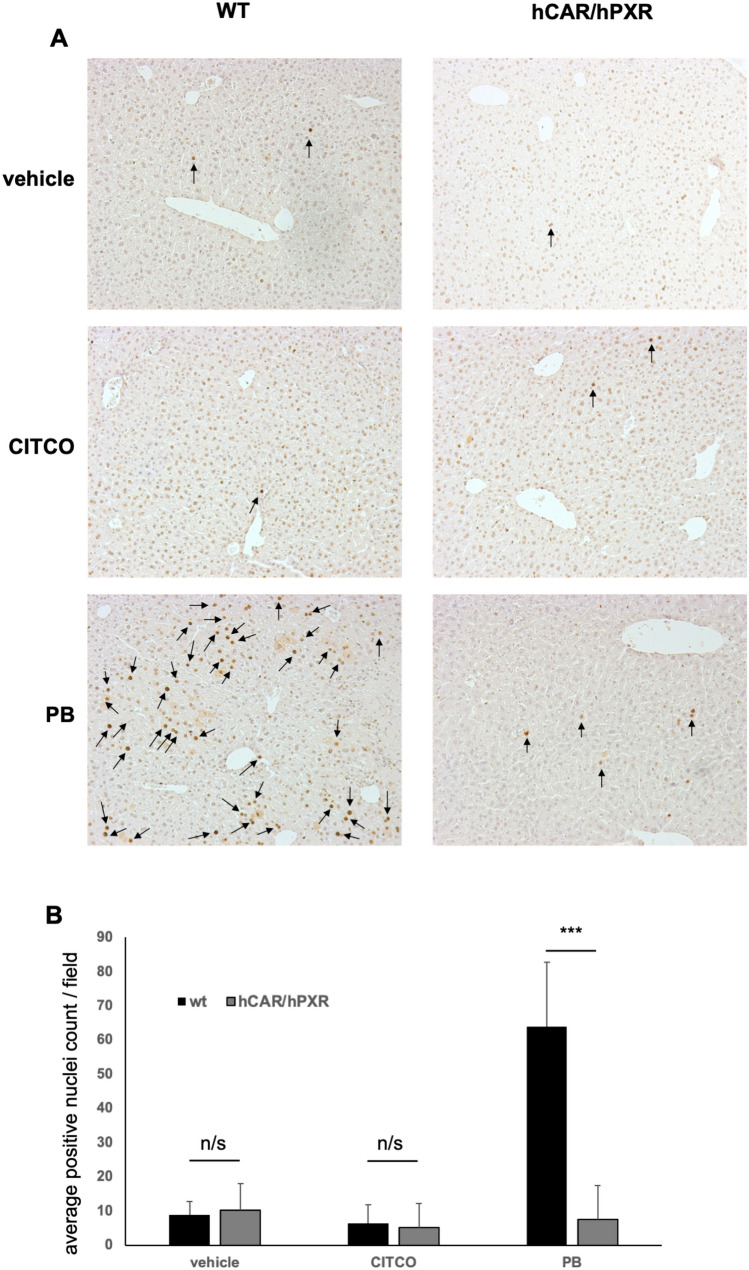
**a** Representative liver PCNA staining images (10x) from duplicate wild type (WT) or hCAR/hPXR mice treated with vehicle, CITCO or phenobarbital (PB) for 4d as described in Figure 1 and Materials and Methods. **b** Quantitation of PCNA positive nuclei from multiple liver sections as shown in (**a**). Data was obtained after processing 5 different fields of PCNA staining images for each mouse and treatment using ImageJ. Black arrows indicate positive stained nuclei; n/s: non-significant; ***, *p* value < 0.001.

Analysis of RNAseq data from WT and hCAR/hPXR mice treated with CITCO for 4d found less than 50 genes whose expression was changed in hCAR/hPXR mice greater than 1.5-fold up or down relative to WT (Supplementary Table 1). 

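Liver RNA of 12 male mice was sequenced in 4 groups of 3 mice: WT mice given corn oil, and WT, hCAR/hPXR and Car KO/hPXR mice given CITCO. The Car KO/hPXR mice lack mouse Car and carry human PXR. The corn oil libraries analysed here come from WT mice alone, so that in these libraries the response of a humanised genotype to CITCO cannot be separated from the genotype itself. The mice were injected daily for 4 days and killed on day 5. The sample labels give a CITCO dose of 10 mg/kg, and the methods give 10 or 50 mg/kg and 3 mice per group for the short-term treatment. The libraries were made from the 3' ends of messenger RNA, so that most reads of a gene come from its last exons. The authors trimmed and aligned the reads with STAR, and RSEM estimated the expected count of each gene on the Ensembl annotation of GRCm38. RSEM divides a read that fits several genes between them, and 9.34% of the values of detected genes were not whole numbers. Expected counts were rounded to whole numbers before testing. The WT corn oil libraries held between 1451214 and 2341572 counts (median 1600713), the WT CITCO libraries between 1370357 and 1654448 (median 1577720), the hCAR/hPXR libraries between 1167027 and 2012820 (median 1726056) and the Car KO/hPXR libraries between 1172227 and 1499517 (median 1255188). At this depth a count of 3 corresponded to between 1.34 and 2.50 CPM (counts scaled to library size), which limits what can be said of genes with low expression. Counts were normalized by edgeR's TMM method, and the 8594 genes kept by its expression filter were tested in a single fit of all 12 libraries.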

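Between hCAR/hPXR and WT mice given CITCO, 35 of the 8594 genes tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a fold change over 1.5. Expression was higher in hCAR/hPXR mice for 22 of them and lower for 13. An unadjusted p-value under 0.05 was found for 757 genes. In each of the 35 genes, the 3 hCAR/hPXR libraries did not overlap with the 3 WT libraries, which chance gives for 10% of genes and which 13.6% of all genes tested showed. Of the alternatives, leaving out the filter on low counts moved the number most, to 184 genes. Leaving out each of the 6 libraries in turn gave between 17 and 32 genes, with 17 without WT CITCO replicate 1, 20 without hCAR/hPXR CITCO replicate 3 and 23 without WT CITCO replicate 2. The 47 genes of Supplementary Table 1 were all tested, all had the direction of the table, and 22 of them were among the 35.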

Perhaps unsurprisingly, most of these genes (including CAR and PXR themselves) were associated with CAR- or PXR-related pathways (> 10/20 pathways). 

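The genes for CAR (Nr1i3, chromosome 1 of GRCm38, 171213970 to 171220701) and PXR (Nr1i2, chromosome 16, 38248323 to 38294824) check in each library whether the mouse receptors were expressed, since reads were counted on mouse genes only. Nr1i2 had counts of 114, 113 and 126 in the WT CITCO libraries and of 0, 1 and 0 in the hCAR/hPXR libraries. Its expression was therefore at least 41.6-fold lower in hCAR/hPXR mice (adjusted p = 1.69e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nr1i3 was counted at 115 ± 32.9 CPM (SD, n = 3) in WT mice and 2.01 ± 2.64 (SD, n = 3) in hCAR/hPXR mice, a log2 fold change of -6.04 (standard error 0.49, adjusted p = 9.22e-07 in the same test). The Car KO/hPXR libraries had Nr1i2 counts of 2, 0 and 0 and Nr1i3 counts of 3, 2 and 5. In each of the 12 libraries both genes followed the genotype given in the labels. They separate WT from humanised mice only. The human receptors were not counted, so hCAR/hPXR and Car KO/hPXR mice cannot be told apart by these genes. Nr1i3 overlaps Tomm40l (171216011 to 171222514), so reads in the shared interval are uncertain unless they were counted by strand.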

Consistent with data presented earlier (Fig. 1), the expression of several P450s was elevated—Cyp3a25 (2.5-fold), Cyp2c29 (fourfold), Cyp3a11 (4.6-fold), Cyp3a59 (5.6-fold), and Cyp2b10 (57-fold). 

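Cyp2b10 (chromosome 7 of GRCm38, 25897620 to 25926624) rose from 2.28 ± 1.62 CPM (SD, n = 3) in WT mice given CITCO to 155 ± 10.6 (SD, n = 3) in hCAR/hPXR mice, a log2 fold change of 6.05 (standard error 0.40, adjusted p = 4.75e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The WT value rests on counts of 2, 6 and 2. Cyp2c29 (chromosome 19, 39269405 to 39330713) was at 836 ± 140 in WT and 3175 ± 445 in hCAR/hPXR mice (SD, n = 3 each), 3.80-fold higher with an adjusted p of 0.000149 in the same test. On chromosome 5, Cyp3a11 (145854426 to 145879964) was 4.05-fold higher, from 896 ± 197 to 3628 ± 206 (adjusted p = 0.000404 by edgeR). Cyp3a25 (145977194 to 146009618) was 2.25-fold higher (adjusted p = 0.0113 by edgeR). Cyp3a59 (146079257 to 146113287) was 5.37-fold higher (adjusted p = 0.0215 by edgeR), from counts of 7, 14 and 12 to counts of 84, 86 and 33. The Cyp3a genes are close relatives, and reads can be divided between them by the counting. For each of the 5 genes the hCAR/hPXR mice lay above the WT mice in every library (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The calls of Cyp2b10, Cyp2c29 and Cyp3a11 held with any one of the 6 libraries left out. Cyp3a25 lost its call in 3 of these fits, with adjusted p-values up to 0.109, and Cyp3a59 in 5, with adjusted p-values up to 0.163 (edgeR). Between hCAR/hPXR and Car KO/hPXR mice given CITCO, edgeR called Cyp2b10 and Cyp2c29 but not Cyp3a11 (adjusted p = 0.0673). Cyp3a25 and Cyp3a59 were not called there either (log2 fold change 0.27 and 0.17, adjusted p = 0.703 and 0.921 by edgeR). Their rise over WT mice is therefore not shown to depend on human CAR. The paper sets the rise of these P450s beside its earlier data in Fig. 1.

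**Figure D1:**
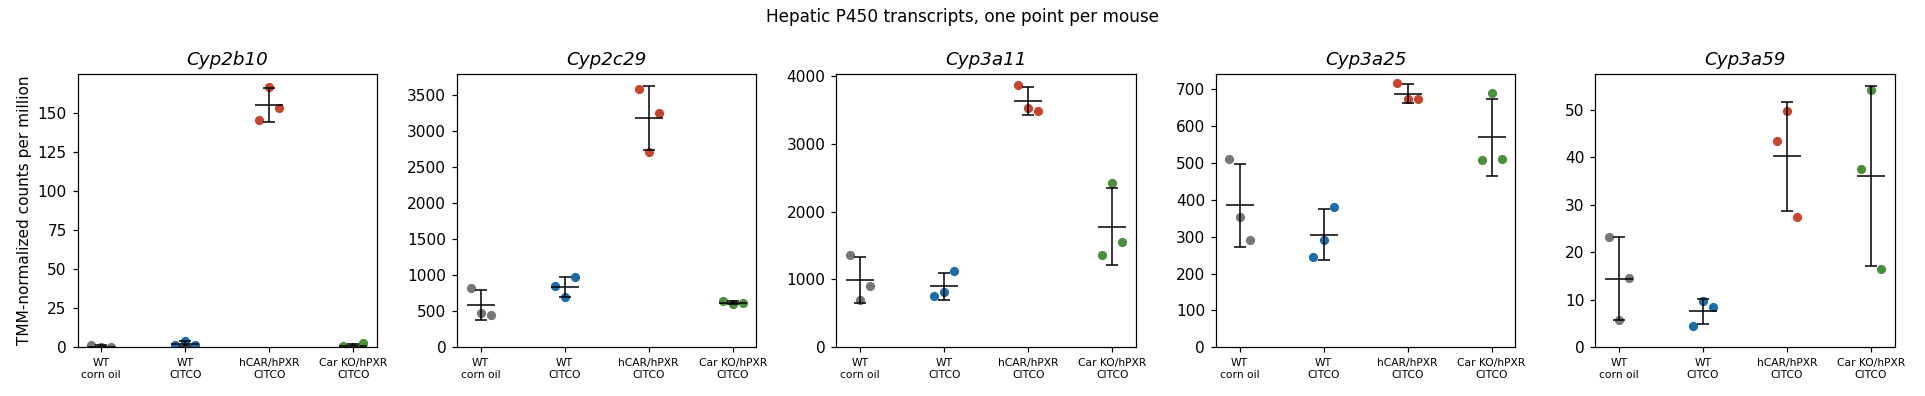
TMM-normalized counts (CPM) of 5 P450 genes in each mouse of the 4 groups, with the group mean and SD as bars, each panel on its own linear axis from 0. The hCAR/hPXR mice given CITCO lie above the WT mice given CITCO in every panel. For Cyp3a25 and Cyp3a59 the Car KO/hPXR mice overlap with the hCAR/hPXR mice.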

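Ugt1a1 is 1 of 9 Ugt1a genes on chromosome 1 of GRCm38 (Ugt1a1 lies from 88211959 to 88218997). In the annotation the 9 genes have different first exons and share 4 further exons at the 3' end, the first of which starts at 88215044 and the last at 88218127. Libraries made from 3' ends mostly read the shared exons, and the division of these reads between the 9 genes is an estimate. Ugt1a1 had counts of 0, 0 and 0 in WT mice given CITCO and of 0, 79 and 115 in hCAR/hPXR mice. As assigned, these counts are at least 23.1-fold higher, a bound that covers counting error only and not the division of reads. The fitted change did not pass the threshold (adjusted p = 0.446, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2's Wald test on the 12 libraries the adjusted p-value was 3.14e-05, and over all alternatives it lay between 3.25e-37 without a filter on low counts and 0.665 with limma on the transformed values. The highest Ugt1a1 count of all libraries, 267, was in a WT mouse given corn oil, and the other WT corn oil libraries had 0. By the same kind of bound, WT corn oil mice were at least 19.5-fold over WT mice given CITCO. Among Car KO/hPXR mice the counts were 0, 0 and 103. Ugt1a8 took between 88.8% and 99.8% of the counts assigned to the Ugt1a genes in each library. Ugt1a1 took at most 7.45%. This share comes from the same estimated division, so the true share of Ugt1a1 in the sum is not known. If it is as small as assigned, the sum says little about Ugt1a1 itself. The summed Ugt1a counts, which do not depend on the division, were 1522 ± 281 CPM (SD, n = 3) in WT and 1796 ± 191 (SD, n = 3) in hCAR/hPXR mice given CITCO. This is a log2 fold change of 0.24 (standard error 0.17, adjusted p = 0.734 by edgeR), with a two-sided exact permutation p of 0.3.

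**Figure D2:**
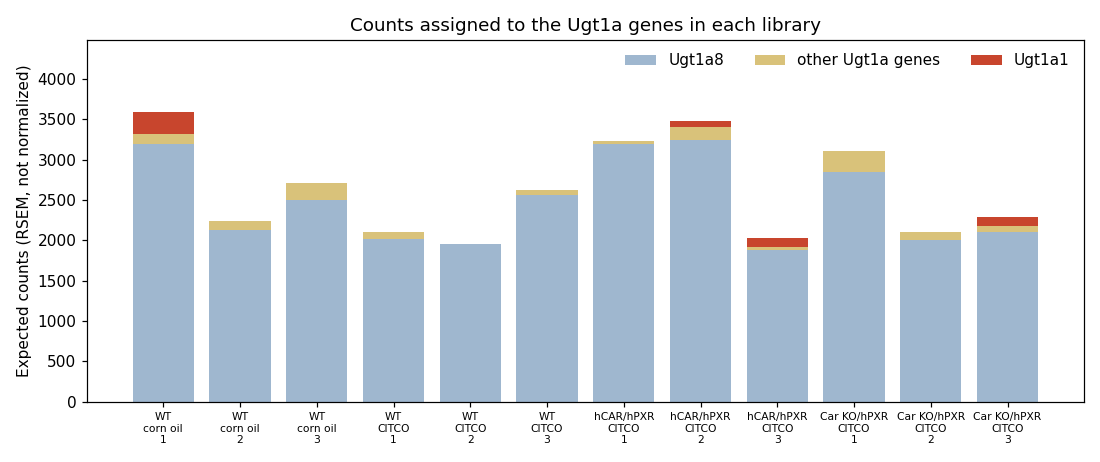
Expected counts assigned to Ugt1a8, Ugt1a1 and the other Ugt1a genes in each of the 12 libraries, stacked and not normalized. Ugt1a1 is above 0 in 4 libraries, including 1 WT corn oil library, and at most 7.45% of the Ugt1a counts.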

Ugt1a1 was found to be strongly induced, the fold-change of more than 4.3 million presumably representing an increase in expression from an almost non-existent baseline; although almost nothing is known about CITCO metabolism, it is interesting to speculate that Ugt1a1 may be involved. 

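Lists of 43 S phase and 54 G2/M genes, fixed beforehand, were compared between hCAR/hPXR and WT mice given CITCO. The 97 genes had a median of 3.33 counts per library, and 12 S phase and 14 G2/M genes passed the expression filter. The median log2 fold change was 0.029 for the S phase genes, of which 7 were higher and 5 lower, and 0.20 for the G2/M genes, of which 10 were higher and 4 lower. Neither list differed from the other genes (camera with a preset correlation of 0.01, adjusted p = 0.5 and 0.166 over 40 list tests). Without the filter on low counts the G2/M list passed this test (median 0.32, adjusted p = 0.0482), as with limma on the deposited transformed values (adjusted p = 0.0215); elsewhere its adjusted p-value lay between 0.10 and 0.44. The S phase median changed sign in some fits, with -0.11 without hCAR/hPXR CITCO replicate 3 and 0.24 without hCAR/hPXR CITCO replicate 2. No gene of either list had an adjusted p-value under 0.05 over all genes, and none when adjusted over the list alone, while 3 S phase and 0 G2/M genes had an unadjusted p-value under 0.05. Pcna was at 17.3 ± 4.35 CPM in WT and 13.0 ± 4.28 in hCAR/hPXR mice (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.38, adjusted p = 0.831, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mki67 had counts of 2, 1 and 0 in WT and of 5, 2 and 2 in hCAR/hPXR mice, too few to be tested. A change in proliferation carried by such genes would be hard to detect at this depth.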

Further analysis by gene set enrichment analysis also linked to a number of CAR- and PXR-related pathways but showed no consistent significant changes in cell-cycle-related gene expression (Supplementary Table 2).

**Table 1:** Tumour burden in wild-type (WT) and mice humanised for CAR and PXR (hCAR/hPXR) following treatment with diethylnitrosamine (DEN) ± CITCO as described in “Materials and methods”

Genotype	Treatment	# Mice	# Mice with tumours (%)	Total # tumours/group		Diameter of tumours (mm)		Area fraction of tumours (%)	
				GS^+ve^	GS^−ve^	GS^+ve^	GS^−ve^	GS^+ve^	GS^−ve^
WT	DEN	10	0	0	0	0	0	0	0
WT	DEN + CITCO	8	0	0	0	0	0	0	0
hCAR/hPXR	DEN	13	0	0	0	0	0	0	0
hCAR/hPXR	DEN + CITCO	12	6 (50)	28^a^	10^a^	0.58 ± 0.45^b^	0.90 ± 0.40^b^	3.24 ± 8.4^b^	4.85 ± 5.23^b^

^a^one of the 6 tumour-bearing mice had 21 tumours, of which 18 (86%) were GS^+ve^

^b^Data shown are mean ± SD

We next investigated the effects of CITCO administration over a longer period, dosing WT, and hCAR/hPXR mice for 28d before sacrifice and analysis. The effects of this treatment protocol on liver weights and liver:body weights are shown in Fig. 3A, B, respectively. Whilst the highest liver weights were found in CITCO-treated hCAR/hPXR mice, the range of liver weights meant that there was no significant difference between this group and any of the others in the study (Fig. 3A). Similarly, liver:body weights ratios showed no significant differences with respect to treatment or genotype (Fig. 3B).

**Fig. 3:**
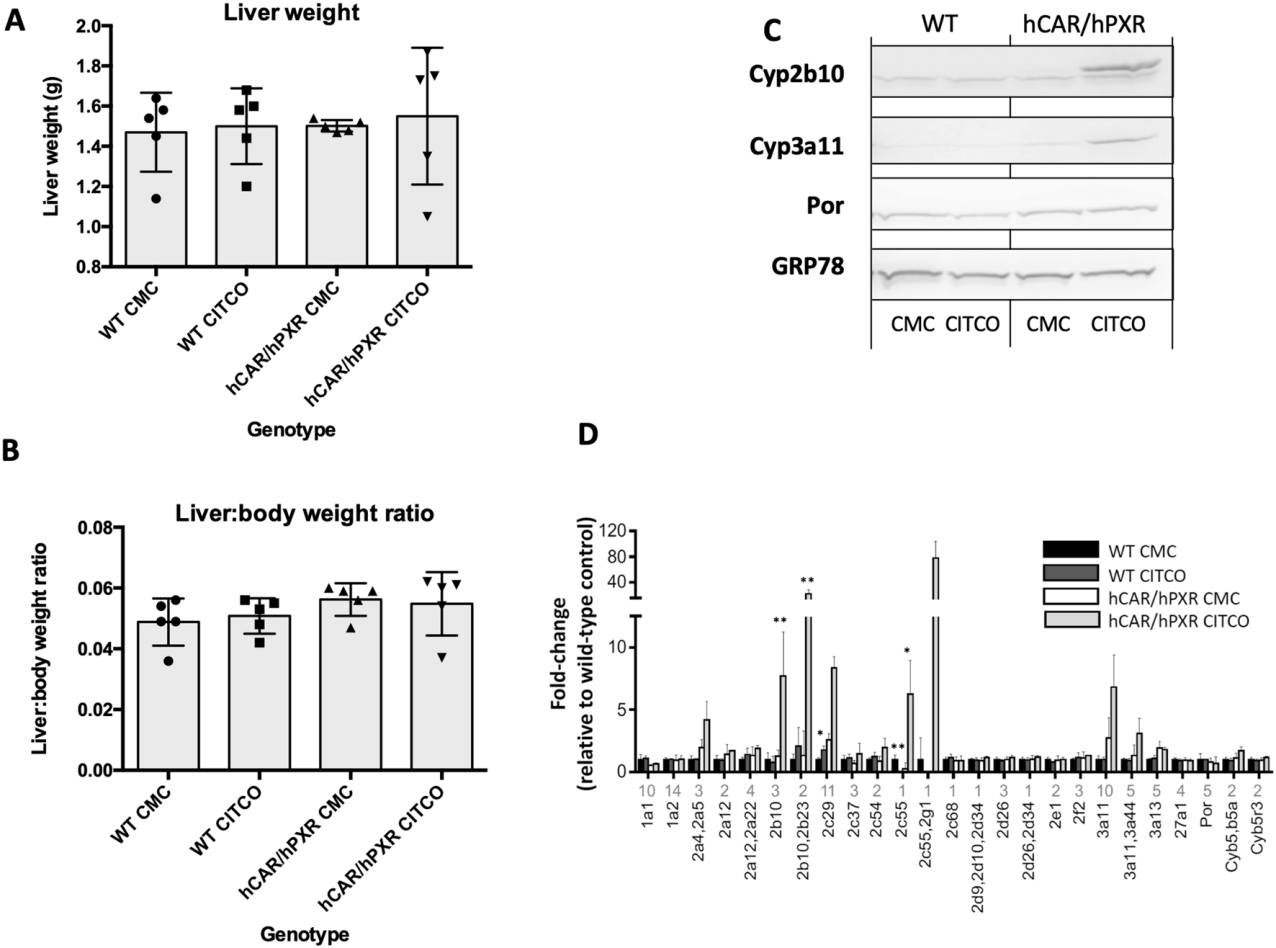
**a** Adult, male wild-type (WT) mice and mice humanised for CAR and PXR (hCAR/hPXR), n = 3, were treated with 0.1% (w/v) carboxymethylcellulose (CMC) or CITCO (10mg/kg, ip, daily for 28d) and sacrificed the next day. **a** Liver weights; **b** liver-body weight ratio. **c** Hepatic microsomal samples were pooled and immunoblotted as described in the Materials and Methods for Cyp2b10, Cyp3a11, P450 oxidoreductase (Por), and using GRP78 as loading control. **d** Proteomic analysis was carried out as described in the Materials and Methods on liver tissue from adult, male wild-type (WT) or mice humanised for CAR and PXR (hCAR/hPXR) (n = 3), treated with CMC or CITCO (10mg/kg, ip, daily for 28d) and sacrificed the next day. Data shows fold induction (mean ± SD) of cytochrome P450 proteins, relative to WT vehicle control; numbers under X-axis for each data set indicate the number of unique SILAC peptides used for quantification of that protein. Analysis by *t*-test, * = *p* < 0.05; ** = *p* < 0.01

Cytochrome P450 expression was then examined in 28d CITCO-treated hCAR/hPXR and WT mice. CITCO treatment strongly induced expression of Cyp2b10 by immunoblotting (Fig. 3C) and proteomic analysis (Fig. 3D), whilst Cyp3a11 was also induced, albeit more modestly. Comparing within a genotype, only two P450s—Cyp2c29 (increase) and Cyp2c55 (decrease)—examined by proteomic analysis were significantly altered in expression relative to control in WT mice following CITCO treatment (t test). Interestingly, a number of P450s were found with elevated expression levels in hCAR/hPXR mice following 28d CITCO treatment (Fig. 3D), including Cyp2a4, Cyp2a5, Cyp2g1, Cyp3a11, Cyp3a44, Cyp2b10, Cyp2b23, Cyp2c29, and Cyp2c55, although only the latter four were statistically significant (*t* test, *p* < 0.05).

Blood chemistry for alanine aminotransferase (ALT), aspartate aminotransferase (AST), bilirubin, and lactate dehydrogenase (LDH) in these animals is shown in Supplementary Fig. 2. None of the biochemical parameters measured showed significant changes with respect to the WT control group.

We have previously shown that NGC-induced epigenetic changes, mediated by CAR, provide a signature for NGC activity following exposure to PB, including demethylation at the Meg3/Dlk1 gene locus as well as global changes in DNA methylation profiles (Lempiainen et al. 2013; Luisier et al. 2014; Thomson et al. 2014). Following 28 days of CITCO treatment, an increase in the expression of Meg3 was observed by in situ hybridisation in the hCAR/hPXR mice but not in WT animals (Fig. 4A, arrow) and when quantified (Fig. 4B) found to be significantly higher in hCAR/hPXR mice treated with CITCO compared to those administered only vehicle.

**Fig. 4:**
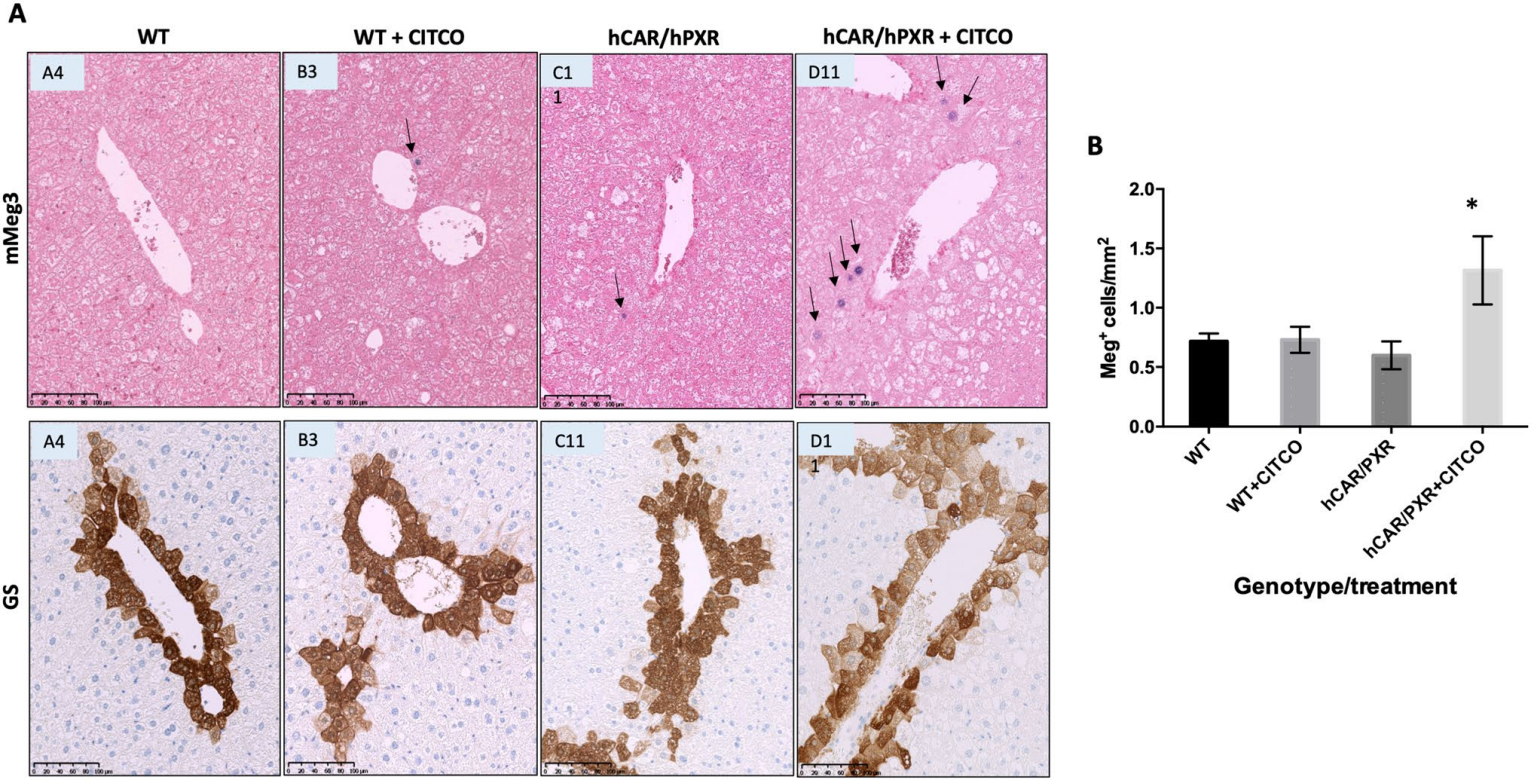
**a** In situ hybridisation for Meg3 (upper panels, arrows) and immunohistochemistry for glutamine synthetase (GS) (lower panels) in liver sections from wild-type (WT) mice and mice humanised for CAR and PXR (hCAR/hPXR) following treatment with diethylnitrosamine (DEN) ± CITCO as described in Materials and Methods. Scale bar = 100μM. **b** Quantification of Meg3 staining; statistical significance determined by unpaired *t*-test

We then carried out a carcinogenicity study with CITCO in WT and hCAR/hPXR mice. A standard protocol was used (Moennikes et al. 2000) involving an initial dose of the carcinogen N-nitrosodiethylamine (DEN) followed by 37 weeks of dietary CITCO. In the initial stages of the study, both groups of humanised mice were, on average, heavier than mice in the WT groups (Fig. 5A). However, as the study progressed both vehicle- and CITCO-treated WT mice gained weight and by the termination of the study, the average weights of these groups were indistinguishable from those of vehicle-treated hCAR/hPXR mice, whereas hCAR/hPXR mice treated with CITCO failed to gain as much weight and were on average lighter than their vehicle-treated counterparts (Fig. 5A).

**Fig. 5:**
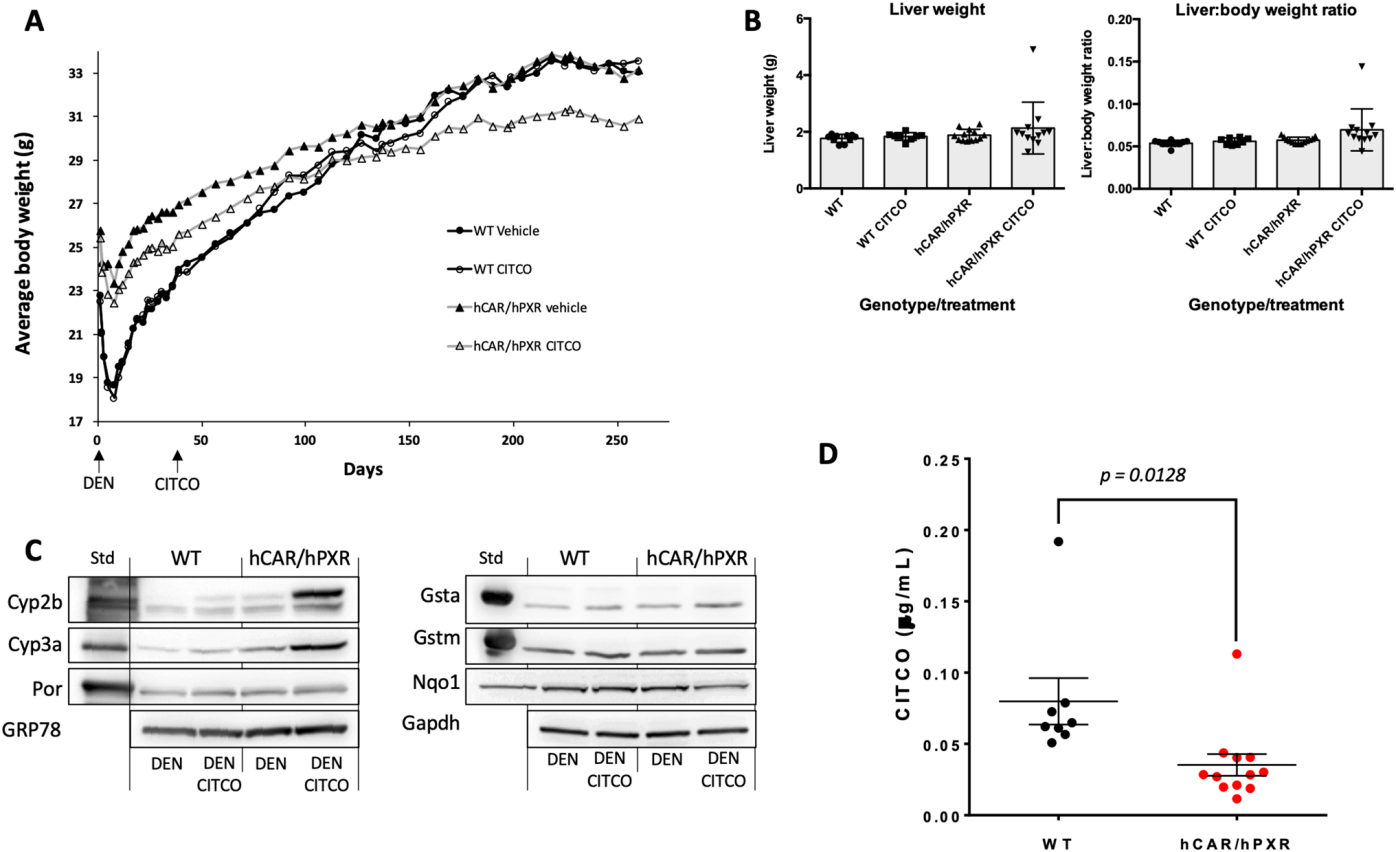
**a** Mean body weight of wild-type (WT) mice and mice humanised for CAR and PXR (hCAR/hPXR) following treatment with diethylnitrosamine (DEN) ± CITCO as described in Materials and Methods. **b** Liver weight and liver:body weight ratios of WT and hCAR/hPXR mice treated with DEN ± CITCO (mean ±SD). Symbols indicate average weight of animals in a group at each timepoint. **c** Immunoblotting of pooled (n = 3) liver microsomes (left) and cytosol (right) fractions for Phase I and Phase II enzymes. **d** Terminal plasma CITCO concentrations in WT and hCAR/hPXR mice. Data from individual animals are indicated by the symbols, mean ± SD is indicated for each group. Statistical significance determined by unpaired *t*-test

Neither CITCO treatment nor genotype changed average liver weight nor liver:body weight ratios as these were not significantly different between groups (Fig. 5B). Western blotting for Cyp2b proteins showed marginally increased expression of Cyp2b10 in WT mice following CITCO treatment, to approximately the same level as that found in DEN-treated hCAR/hPXR mice, whereas additional treatment with CITCO resulted in significantly increased expression of Cyp2b10 as well as Cyp3a11 (Fig. 5C). For comparison, there was no change in P450 Reductase (Por) levels across the groups. Similarly, Western blots for Gsta, Gstm, and Nqo1 showed similar expression levels regardless of treatment or genotype.

Interestingly, when terminal plasma CITCO was measured, CITCO levels were found to be significantly (*p* < 0.05) lower in hCAR/PXR mice than in the WT group (Fig. 5D). It could be speculated that this is due to CITCO inducing its own metabolism in CAR humanised mice, although little is known about the metabolism of CITCO.

Following 37 weeks of CITCO exposure, none of the livers from hCAR/hPXR animals treated with DEN alone and WT groups treated with DEN followed by CITCO showed any pathological changes. However, 50% of the CITCO-treated hCAR/PXR animals had liver adenomas with three of the mice exhibiting multiple adenomas and a very high tumour burden, (Table 1; Fig. 6A). In support of the data shown in Fig. 1, areas of histologically normal liver exhibited high levels of Cyp2b10 in DEN/CITCO-treated hCAR/hPXR mice but much lower levels in DEN or DEN/CITCO-treated WT or in hCAR/hPXR mice treated with DEN alone (Fig. 6B).

**Fig. 6:**
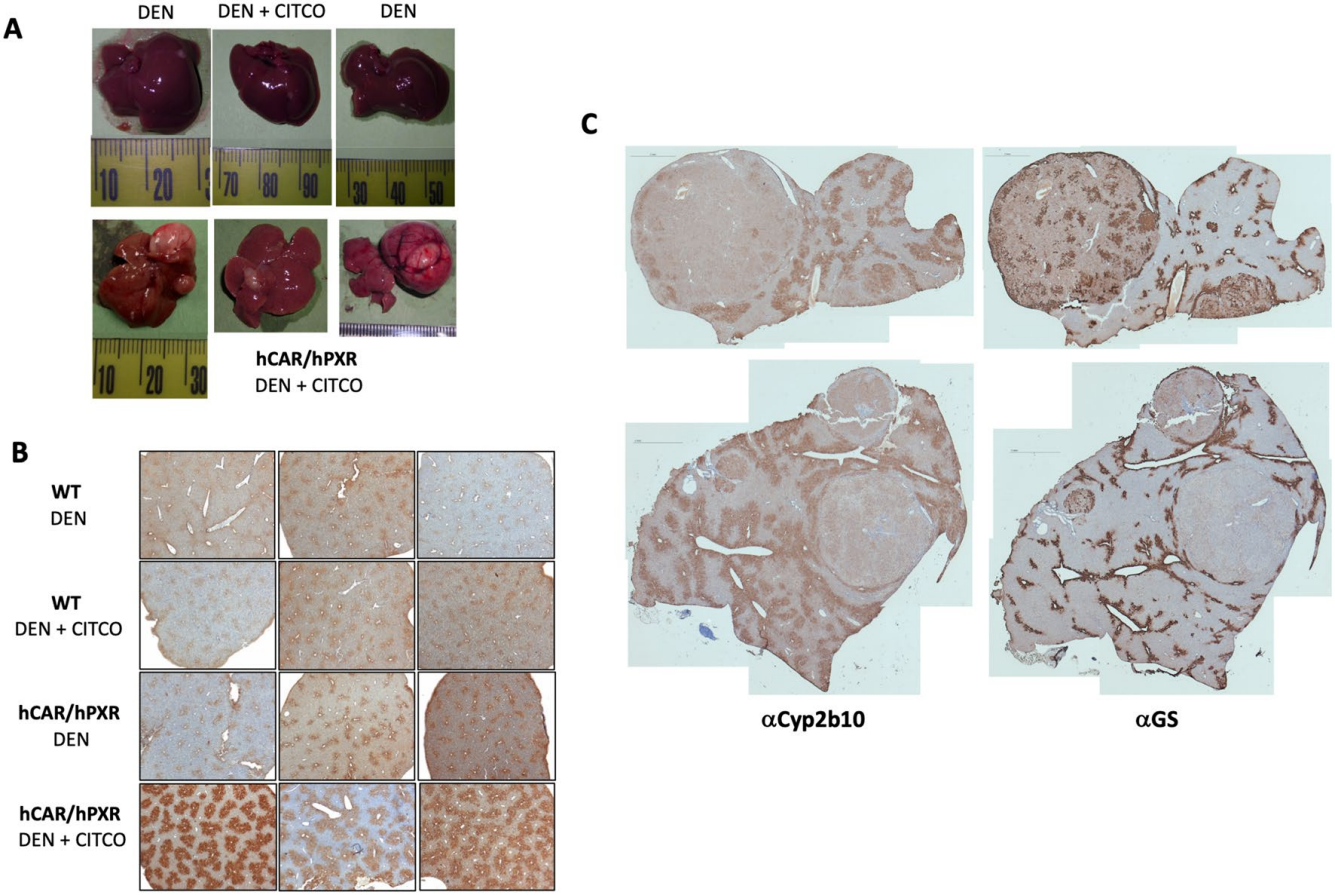
**a** Representative gross liver morphology from wild-type (WT) mice humanised for CAR and PXR (hCAR/hPXR) following treatment with diethylnitrosamine (DEN), and hCAR/hPXR mice treated with DEN + CITCO as described in Materials and Methods (upper panels). Lower panels – liver tumours from individual hCAR/hPXR mice treated with DEN + CITCO. **b** Immunohistochemistry of liver sections from WT and hCAR/hPXR mice treated with DEN ± CITCO for Cyp2b10. Bright field magnification x5, sections shown representative of each group. **c** Composite low-field photomicrograph of immunohistochemical staining for Cyp2b10 or glutamine synthetase (GS) of liver tumour sections from two different hCAR/hPXR mice (upper and lower panels) treated with DEN ± CITCO. Scale bar = 1mM

Phenotypically, the majority of tumours (> 85%, 18/21) were glutamine synthetase-positive, well-differentiated hepatocellular adenoma (Fig. 6C). This tumour phenotype is characteristic of PB-type promoted liver tumours and is a consequence of b-catenin activation resulting from mutations in exon 3 of the *Ctnnb1* gene (Aydinlik et al. 2001; Braeuning et al. 2014; Braeuning and Pavek 2020; Hailfinger et al. 2006).

## Discussion

We have observed that CITCO, as well as in a previous publication PB (Braeuning et al. 2014), promoted the occurrence of liver tumours in mice where the only genetic difference is the substitution of murine CAR and PXR for their human counterparts. These data clearly demonstrate that these human receptors can mediate tumour-promoting activity in mouse liver and that the potency of CAR activation is a critical factor in this process. The observation that a wide range of non-mutagenic compounds induce liver tumours in rodents is the rationale behind the regulatory requirement for 2-year carcinogenicity studies to identify potential carcinogens in humans (Calabrese et al. 2021). The interpretation of such studies in relation to risk assessment is the subject of significant importance and often intense debate (Lake 2018). There is substantial evidence that rodents, and in particular certain strains of mice, such as C3H or B6C3F1 mice, are highly susceptible to NGC-mediated tumour promotion, suggesting that a carcinogenic response seen in these strains cannot be directly translated into humans (Dragani et al. 1995; Drinkwater and Ginsler 1986). However, the hCAR/hPXR mice of the present study were generated in a C57BL6 strain, known to be resistant to hepatic tumour promotion (Bursch et al. 2004; Jones et al. 2009), which more closely reflects the human situation.

We contribute to this debate by showing that the potency of a compound in the activation of the transcription factor CAR is a major determinant in NGC-mediated tumorigenic potential. This suggests that some compounds specific for the human CAR receptor, such as CITCO, will be negative in carcinogenicity studies using WT mice but positive in a humanised CAR model. This also implies that some compounds, which are weak activators of human CAR but strong activators of its murine counterpart, will be carcinogenic in WT mice but negative in a humanised CAR animal and therefore probably of no risk to humans. These findings identify systematic shortcomings in the predictive power of current carcinogenicity tests.

At the present time, the NGC-activated pathways which are essential for tumorigenesis have not been unequivocally identified and a variety of mechanisms have been proposed. These include induction of liver cell proliferation, either receptor-mediated or regenerative following induction of hepatotoxicity, blockage of gap junctional intercellular communication, changes in micro-RNA expression and/or DNA methylation, inhibition of apoptosis, or induction of oxidative stress (Felter et al. 2018; Luijten et al. 2020; Thomson et al. 2014). Major emphasis has been placed on the ability of the compounds to induce replicative DNA synthesis`, which by association`, although not usually measured`, has been extrapolated to imply an increase in mitosis and cell division. A recent proteomic study used PB-treated chimeric FRG-KO mice, a line where deletion of fumarate acetoacetate hydrolase (Fah) causes accumulation of a toxic metabolite and destruction of murine hepatocytes, on a genetic background (Rag2 and Interleukin 2 Receptor Gamma null) which allows repopulation to a large extent with human hepatocytes; the authors reported evidence for hepatocellular proliferation in the remaining ‘murine but not human`, hepatocytes (Sprenger et al. 2022). Although the induction of hepatocyte cell division may be a contributing factor to the tumorigenic effects, it does not seem to be essential as in the current work, and previously reported, NGC-induced tumour formation is observed in the absence of a hyperplastic response in liver (Luijten et al. 2020). 

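Corn oil and CITCO can be compared directly in WT mice, with 3 mice in each group. Between them the median log2 fold change was -0.14 for the 12 S phase genes tested (5 higher, 7 lower) and -0.045 for the 14 G2/M genes (4 higher, 10 lower), with adjusted p-values of 0.836 and 0.575 by camera. Both medians changed sign when some single libraries were left out, to 0.044 for S phase without WT corn oil replicate 3 and 0.065 for G2/M without WT CITCO replicate 3. No gene of these lists passed an adjusted p-value of 0.05, over all genes or adjusted over the list alone, and 1 S phase and 0 G2/M genes had an unadjusted p-value under 0.05. Pcna differed by 0.58 on the log2 scale (standard error 0.38, adjusted p = 0.698, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between hCAR/hPXR mice given CITCO and WT mice given corn oil, where genotype and treatment both differ, the medians were 0.20 and 0.22, with adjusted p-values of 0.407 and 0.424 by camera. No such comparison with vehicle can be made within the hCAR/hPXR genotype from the libraries analysed here.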

In the current work, it is important to note that we found no evidence from cell cycle gene expression of significant hepatocyte proliferation with CITCO treatment, nor did we find increased liver weight or liver:body weight ratios at the conclusion of the carcinogenicity study despite half of the hCAR/hPXR group developing tumours (Fig. 5B). It is also of note that circulating levels of CITCO were significantly lower in the hCAR/hPXR group treated with DEN/CITCO compared to WT mice treated in the same way (Fig. 5E). The reasons for this are unclear, and although it is tempting to speculate that this may be due to increased P450 expression in the hCAR/hPXR group following extended CITCO treatment (Figs. 3, 5E), little is known regarding CITCO metabolism and the lower plasma concentration may be a consequence of other metabolic or physiological process, i.e., renal clearance.

We would argue that without a greater understanding of the mechanism of carcinogenicity, current human-relevant model systems, for example using human cell lines, hepatocytes, or chimeric animals transplanted with human hepatocytes, which measure the capacity of a compound to induce DNA synthesis (which in their own right have a number of significant limitations) do not rule out the possibility that a human CAR activator might act as a non-genotoxic tumour-promoting agent in humans. Whether a compound is of risk to humans must be considered in relation to the level and duration of exposure and whether it has the potential to activate other pathways which may contribute to its tumorigenic potential, either biochemical, pharmacological, or toxicological. Mechanistic studies to date have been almost exclusively carried out on one compound, PB, whose properties other than the capacity to activate CAR will no doubt be different to many other NGCs. Consequently, our understanding of the mechanistic basis of NGC based on studies with PB alone does not justify the conclusion that species differences on the effects of CAR activators in human liver are so fundamentally different to those observed in rodents to conclude that human CAR activators will not be a carcinogenic risk to humans. A number of fundamental questions remain to be answered. For example, why do CAR activators often induce different sub-sets of genes? What is the relationship between CAR activating potency and the activation of these pathways? Does this relate to different CAR conformers based on the mode of activation [direct or indirect (Sato et al. 2022)] or the different structural changes on ligand binding which allows CAR to bind to different enhancer elements in gene promoters? There is much still to be learnt before the currently available in vivo and in vitro assays can be considered predictive of human response. Humanised mouse models provide a powerful approach to increase this understanding.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Data Availability

Gene expression data generated in thsi study has been submitted to the Gene EXpression Omnibus (GEO), under the code GSE279414.

# Supplementary material for: The potent human CAR activator CITCO is a non-genotoxic hepatic tumour-promoting agent in humanised constitutive androstane receptor mice but not in wild-type animals
**Source:** Arch Toxicol. 2025 Mar 5;99(5):2197–210. doi: 10.1007/s00204-025-03982-9
**Supplement:** Supplementary file 1 — Supplementary file1

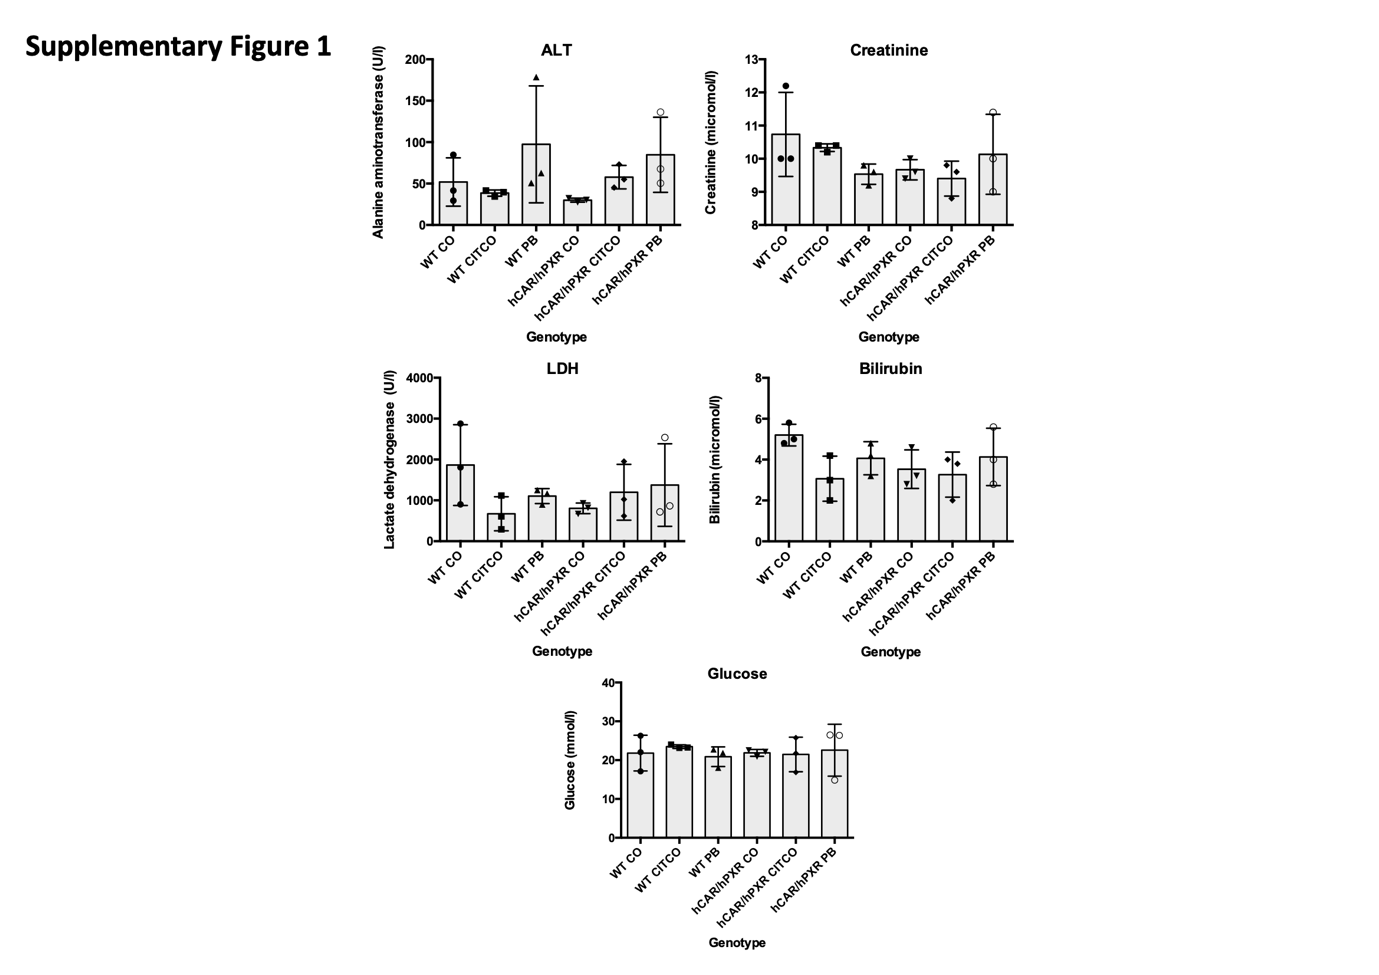

Adult, male wild-type (WT) or mice humanised for CAR and PXR (hCAR/hPXR) (n=3), were treated with corn oil (CO), CITCO (10mg/kg, ip, daily for 4d) or phenobarbital (PB; 80mg/kg, ip daily, 4d) and sacrificed on day 5.

Blood chemistry for alanine aminotransferase (ALT), creatinine, lactate dehydrogenase (LDH), bilirubin and glucose. Symbols for each group indicate data points, error bars mean ± SD, and unpaired t-test indicates no significant difference for CITCO- or PB-treated groups relative to appropriate CO-treated control group.

# Supplementary material for: The potent human CAR activator CITCO is a non-genotoxic hepatic tumour-promoting agent in humanised constitutive androstane receptor mice but not in wild-type animals
**Source:** Arch Toxicol. 2025 Mar 5;99(5):2197–210. doi: 10.1007/s00204-025-03982-9
**Supplement:** Supplementary file 2 — Supplementary file2

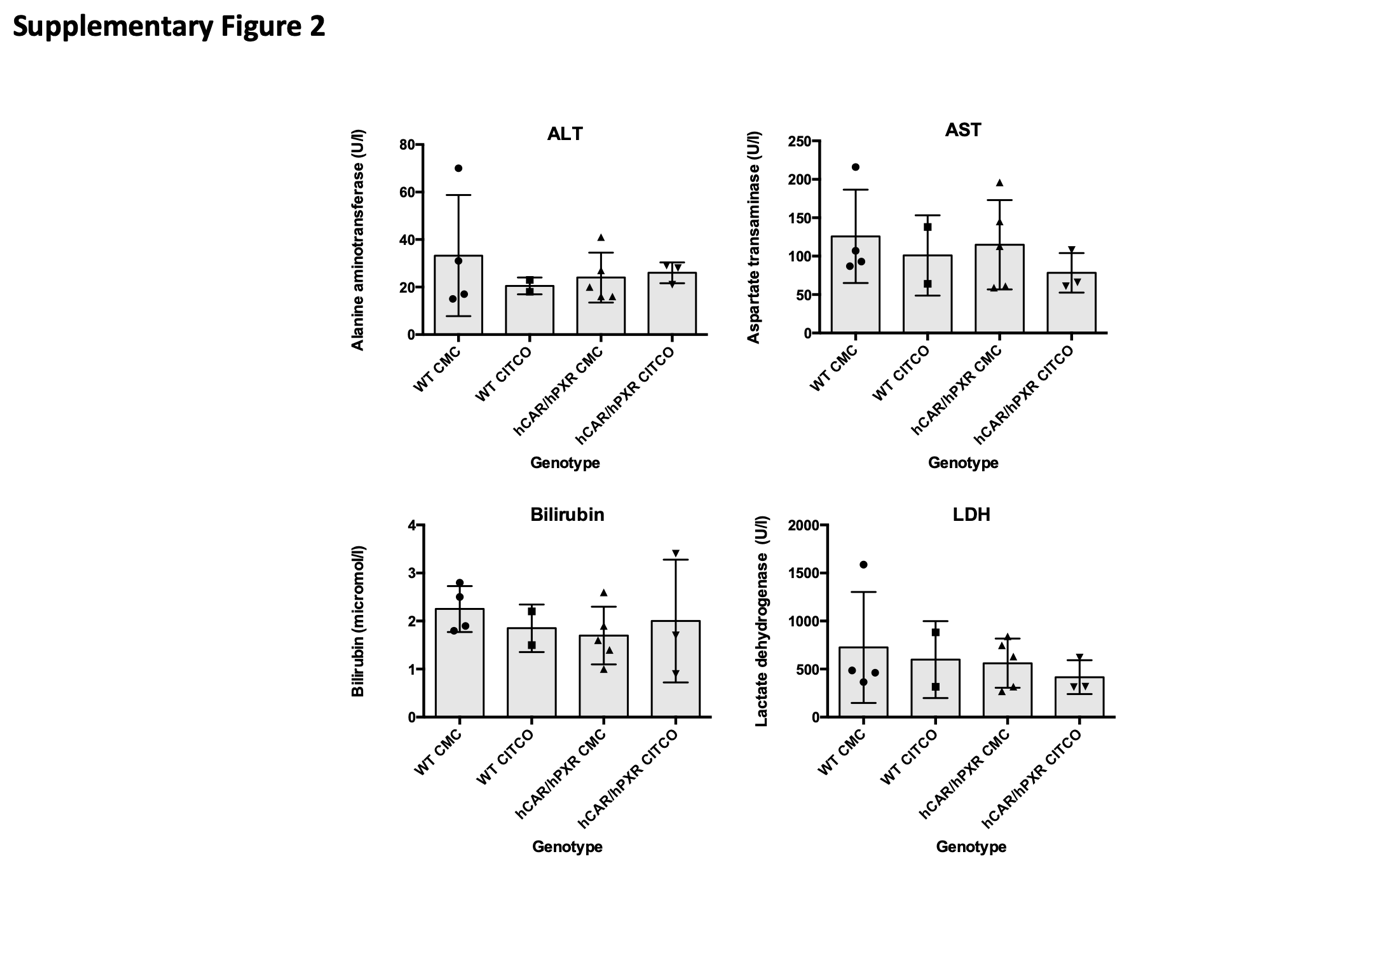

Adult, male wild-type (WT) mice and mice humanised for CAR and PXR (hCAR/hPXR), n=3, were treated with 0.1% (w/v) carboxymethylcellulose (CMC) or CITCO (10mg/kg, ip, daily for 28d) and sacrificed the next day. Blood chemistry for alanine aminotransferase (ALT), aspartate aminotransferase (AST), bilirubin and lactate dehydrogenase (LDH).

# Supplementary material for: The potent human CAR activator CITCO is a non-genotoxic hepatic tumour-promoting agent in humanised constitutive androstane receptor mice but not in wild-type animals
**Source:** Arch Toxicol. 2025 Mar 5;99(5):2197–210. doi: 10.1007/s00204-025-03982-9
**Supplement:** Supplementary file 3 — Supplementary file3

| **ID** | **Gene** | **Name** | **Abs change** | **Adj p value** |
| --- | --- | --- | --- | --- |
| ENSMUSG00000022809 | **Nr1i2** | nuclear receptor subfamily 1, group I, member 2 | 0.003 | 3.28E-09 |
| ENSMUSG00000005677 | **Nr1i3** | nuclear receptor subfamily 1, group I, member 3 | 0.017 | 2.48E-18 |
| ENSMUSG00000024986 | **Hhex** | hematopoietically expressed homeobox | 0.171 | 4.17E-07 |
| ENSMUSG00000043013 | **Onecut1** | one cut domain, family member 1 | 0.215 | 2.62E-06 |
| ENSMUSG00000020205 | **Phlda1** | pleckstrin homology like domain, family A, member 1 | 0.217 | 8.19E-08 |
| ENSMUSG00000049791 | **Fzd4** | frizzled class receptor 4 | 0.372 | 2.73E-03 |
| ENSMUSG00000047368 | **Abhd17b** | abhydrolase domain containing 17B | 0.380 | 3.06E-03 |
| ENSMUSG00000037025 | **Foxa2** | forkhead box A2 | 0.384 | 3.09E-03 |
| ENSMUSG00000057982 | **Zfp809** | zinc finger protein 809 | 0.403 | 2.73E-03 |
| ENSMUSG00000030004 | **Nat8** | N-acetyltransferase 8 | 0.421 | 1.04E-02 |
| ENSMUSG00000057228 | **Aadat** | aminoadipate aminotransferase | 0.435 | 7.95E-03 |
| ENSMUSG00000018171 | **Vmp1** | vacuole membrane protein 1 | 0.445 | 4.67E-05 |
| ENSMUSG00000002992 | **Apoc2** | apolipoprotein C-II | 0.462 | 2.89E-02 |
| ENSMUSG00000010601 | **Apol7a** | apolipoprotein L 7a | 0.488 | 2.03E-02 |
| ENSMUSG00000010025 | **Aldh3a2** | aldehyde dehydrogenase family 3, subfamily A2 | 0.491 | 1.64E-02 |
| ENSMUSG00000025993 | **Slc40a1** | solute carrier family 40 (iron-regulated transporter), member 1 | 0.491 | 1.98E-02 |
| ENSMUSG00000019947 | **Arid5b** | AT rich interactive domain 5B | 0.496 | 4.93E-02 |
| ENSMUSG00000070780 | **Rbm47** | RNA binding motif protein 47 | 0.503 | 1.05E-03 |
| ENSMUSG00000078673 | **Mup19** | major urinary protein 19 | 0.514 | 4.61E-02 |
| ENSMUSG00000069917 | **Hba-a2** | hemoglobin alpha, adult chain 2 | 0.543 | 2.48E-02 |
| ENSMUSG00000052305 | **Hbb-bs** | hemoglobin, beta adult s chain | 0.546 | 2.48E-02 |
| ENSMUSG00000062181 | **Ces3b** | carboxylesterase 3B | 0.563 | 1.05E-03 |
| ENSMUSG00000029311 | **Hsd17b11** | hydroxysteroid (17-beta) dehydrogenase 11 | 0.563 | 4.02E-02 |
| ENSMUSG00000064294 | **Aox3** | aldehyde oxidase 3 | 0.593 | 4.61E-02 |
| ENSMUSG00000018796 | **Acsl1** | acyl-CoA synthetase long-chain family member 1 | 0.623 | 3.67E-02 |
| ENSMUSG00000033860 | **Fgg** | fibrinogen gamma chain | 1.535 | 1.47E-02 |
| ENSMUSG00000031938 | **4931406C07Rik** | RIKEN cDNA 4931406C07 gene | 1.574 | 2.37E-02 |
| ENSMUSG00000037942 | **Crp** | C-reactive protein, pentraxin-related | 1.676 | 2.48E-02 |
| ENSMUSG00000030339 | **Ltbr** | lymphotoxin B receptor | 1.749 | 3.67E-02 |
| ENSMUSG00000079012 | **Serpina3m** | serine (or cysteine) peptidase inhibitor, clade A, member 3M | 1.780 | 1.26E-04 |
| ENSMUSG00000040017 | **Saa4** | serum amyloid A 4 | 1.890 | 3.71E-02 |
| ENSMUSG00000066441 | **Rdh11** | retinol dehydrogenase 11 | 1.995 | 3.80E-02 |
| ENSMUSG00000055730 | **Ces2a** | carboxylesterase 2A | 2.112 | 1.49E-03 |
| ENSMUSG00000010175 | **Prox1** | prospero homeobox 1 | 2.319 | 1.37E-04 |
| ENSMUSG00000019960 | **Dusp6** | dual specificity phosphatase 6 | 2.445 | 2.37E-02 |
| ENSMUSG00000029630 | **Cyp3a25** | cytochrome P450, family 3, subfamily a, polypeptide 25 | 2.534 | 3.81E-07 |
| ENSMUSG00000026614 | **Slc30a10** | solute carrier family 30, member 10 | 3.042 | 2.97E-02 |
| ENSMUSG00000067279 | **Ppp1r3c** | protein phosphatase 1, regulatory (inhibitor) subunit 3C | 3.233 | 2.37E-02 |
| ENSMUSG00000048489 | **8430408G22Rik** | RIKEN cDNA 8430408G22 gene | 3.837 | 2.48E-02 |
| ENSMUSG00000003053 | **Cyp2c29** | cytochrome P450, family 2, subfamily c, polypeptide 29 | 4.074 | 1.63E-16 |
| ENSMUSG00000056035 | **Cyp3a11** | cytochrome P450, family 3, subfamily a, polypeptide 11 | 4.572 | 1.11E-15 |
| ENSMUSG00000061292 | **Cyp3a59** | cytochrome P450, family 3, subfamily a, polypeptide 59 | 5.643 | 5.12E-03 |
| ENSMUSG00000004038 | **Gstm3** | glutathione S-transferase, mu 3 | 8.252 | 1.68E-10 |
| ENSMUSG00000029380 | **Cxcl1** | chemokine (C-X-C motif) ligand 1 | 9.941 | 4.17E-07 |
| ENSMUSG00000020429 | **Igfbp1** | insulin-like growth factor binding protein 1 | 10.104 | 2.21E-16 |
| ENSMUSG00000030483 | **Cyp2b10** | cytochrome P450, family 2, subfamily b, polypeptide 10 | 57.128 | 1.22E-19 |
| ENSMUSG00000089960 | **Ugt1a1** | UDP glucuronosyltransferase 1 family, polypeptide A1 | 4279242 | 5.27E-04 |

**Supplementary Table 1**

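Supplementary Table 1 lists 47 genes by Ensembl identifier with the paper's fold change as a ratio of hCAR/hPXR to WT, so that values under 1 mean lower expression in hCAR/hPXR mice. A ratio against a group with counts near 0 has no stable size, as for Ugt1a1. Among the genes not named in the results text, Cxcl1 was at 11.2 ± 4.04 CPM (SD, n = 3) in WT and 112 ± 56.7 (SD, n = 3) in hCAR/hPXR mice, and Igfbp1 at 36.2 ± 22.6 and 239 ± 65.1 (SD, n = 3 each). Both passed the test (adjusted p = 0.000783 for each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hhex was lower in hCAR/hPXR mice by a log2 fold change of -2.33 and Onecut1 by -2.04, with adjusted p-values of 0.0038 and 0.00262 by edgeR. Ppp1r3c had counts of 16, 9 and 51 in WT and of 45, 59 and 29 in hCAR/hPXR mice, and did not pass (log2 fold change 0.65, adjusted p = 0.717 by edgeR; 1.70 and 0.0703 without WT CITCO replicate 3). With DESeq2's Wald test, the test named in the methods, 63 genes passed in the fit of all 12 libraries, 35 of them in the table. With 1 of the 12 libraries left out, between 39 and 70 genes passed. Without WT CITCO replicate 3 these were the 47 genes of the table and no others, in a fit chosen after the table had been seen.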

RNAseq analysis carried out on hCAR/hPXR and WT mice treated with CITCO for 4d as described in Materials and Methods. Data shown are gene expression changes up or down more than abs(log2) of 1.5-fold in hCAR/hPXR mice relative to WT, with Benjamini-Hocberg adjusted p values

# Supplementary material for: The potent human CAR activator CITCO is a non-genotoxic hepatic tumour-promoting agent in humanised constitutive androstane receptor mice but not in wild-type animals
**Source:** Arch Toxicol. 2025 Mar 5;99(5):2197–210. doi: 10.1007/s00204-025-03982-9
**Supplement:** Supplementary file 4 — Supplementary file4

|  | **Pathway name** | **adj.p.val** | **ratio** |
| --- | --- | --- | --- |
| **1** | PXR-mediated direct regulation of xenobiotic metabolizing enzymes / Rodent version | 9.777e-6 | 5/39 |
| **2** | PXR-mediated direct regulation of xenobiotic metabolizing enzymes / Human version | 9.777e-6 | 5/42 |
| **3** | Development_Signaling pathways in embryonic hepatocyte maturation | 1.769e-5 | 5/51 |
| **4** | SREBP1 cross-talk with PXR, CAR and LXR | 3.752e-5 | 4/26 |
| **5** | SREBP1 cross-talk with PXR, CAR and LXR/ Rodent version | 6.258e-5 | 4/31 |
| **6** | CAR-mediated direct regulation of xenobiotic metabolizing enzymes / Human version | 1.276e-4 | 4/40 |
| **7** | CAR-mediated direct regulation of xenobiotic metabolizing enzymes / Rodent version | 1.276e-4 | 4/40 |
| **8** | PXR signaling via cross-talk / Human Version | 6.391e-4 | 3/22 |
| **9** | PXR signaling via cross-talk / Rodent version | 6.391e-4 | 3/22 |
| **10** | Development_Generation of pancreatic beta-cells from embryonic stem cells (late stages) | 6.391e-4 | 3/22 |
| **11** | Fenofibrate in treatment of type 2 diabetes and metabolic syndrome X | 8.630e-4 | 3/25 |
| **12** | CAR signaling via cross-talk / Human Version | 8.927e-4 | 3/26 |
| **13** | CAR signaling via cross-talk / Rodent version | 9.253e-4 | 3/27 |
| **14** | Immune response_IL-6-induced acute-phase response in hepatocytes | 2.063e-3 | 3/36 |
| **15** | Regulation of metabolism_Bile acids regulation of glucose and lipid metabolism via FXR | 2.849e-3 | 3/41 |
| **16** | Retinol metabolism | 1.301e-2 | 3/70 |
| **17** | Development_Generation of pancreatic beta-cells from embryonic stem cells (early stages) | 2.046e-2 | 2/21 |
| **18** | Inhibition of oligodendrocyte precursor cells differentiation by Wnt signaling in multiple sclerosis | 2.704e-2 | 2/25 |
| **19** | Development_Generation of pancreatic beta-cells from induced pluripotent stem cells | 2.704e-2 | 2/27 |
| **20** | Bone metastases in Prostate Cancer | 2.704e-2 | 2/29 |

**Supplementary Table 2**

Table shows the enrichment of Pathways using significant differentially regulated genes. The adjusted p values shows the results of a hypergeometric test. Ratio shows the number of significant differentially regulated genes, over the total number of genes involved in the pathway.

How the deposited data were processed for this re-analysis (not part of the article)

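RNAseq of liver was analysed for 12 male mice, 3 in each of 4 groups (WT corn oil, WT CITCO, hCAR/hPXR CITCO and Car KO/hPXR CITCO). The groups were taken from the sample labels. The authors deposited expected counts per gene, estimated by RSEM after trimming and alignment with STAR to the Ensembl annotation of GRCm38, for 51912 genes without normalization. They also deposited values on a log2-like scale for 17859 genes, made with DESeq2's variance-stabilising transformation. Neither table held per-sample columns that could not be matched to a sample.

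Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Libraries held between 1167027 and 2341572 counts. A group with no more than 3 counts in any library was treated as at the floor, and fold changes against it are given as lower bounds, which cover counting error only. Genes were kept by edgeR's expression filter, normalized by TMM, and tested with the quasi-likelihood test on all 12 libraries with 1 mean per group. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.5. There were 5 comparisons: hCAR/hPXR CITCO and Car KO/hPXR CITCO each against WT CITCO, WT CITCO against WT corn oil, and hCAR/hPXR CITCO against Car KO/hPXR CITCO and against WT corn oil. Standard errors of log2 fold changes were derived from the fold change and the F statistic. On simulated counts with 200 changed genes among 8302 tested, the test recovered 72.5% of the changed genes that were tested, with 8 false calls among 153. It made 0 calls between unchanged groups. The changed genes were drawn only from genes with higher expected counts, and every change was larger than 1.5-fold. The share recovered therefore does not describe genes with low counts, such as most cell-cycle genes, or smaller changes.

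Gene lists (S phase, G2/M, P450s of Fig. 1D, acute phase, circadian clock, fasting response, red blood cell, immediate early) were tested with limma's camera at a preset correlation of 0.01. The tests were two-sided, with adjustment over the 40 tests of 8 lists and 5 comparisons. Their p-values carry no direction, and the median log2 fold changes of the lists were computed apart from them. The list named Fig. 1D P450s also holds Por, Cyb5a and Cyb5r3, which are not P450s. Genes named in the text are those of Supplementary Table 1 and of the results text, the P450s of Fig. 1D, Mki67, Pcna, Meg3, Glul, the Ugt1a genes, checks of sex and strain, the neighbours of Nr1i2 and Nr1i3, and the called genes with the largest changes whose libraries do not overlap; Saa1 was singled out as a member of the acute phase list. Coordinates are from GENCODE M21 on GRCm38, a different annotation release from the authors'.

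The groupings, comparisons, lists and most alternatives were set before the data were examined. These alternatives were other size factors, DESeq2, fits of only the groups compared, other filters, a replicate block, leaving out each library, and limma on the deposited values. A correction for GC content, thinning of the counts to the smallest library, and DESeq2 fits that each leave out 1 of the 12 libraries were added after the data were seen. No pathway database was used here, so the pathways of Supplementary Table 2 were not recomputed.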

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

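The tests of depth and GC content were chosen only after the calls had been seen. The gene lists used for sampling time and feeding were set beforehand. Their use as tests of these explanations was chosen after the calls had been seen.

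The paper does not report WT mice given CITCO against WT mice given corn oil in its RNAseq. Between them 20 genes were called, 15 higher and 5 lower with CITCO, and 785 had an unadjusted p-value under 0.05. In 1 of the 10 splits of the 6 libraries, the real one, as many genes were called, and every other split called 0; no share under 0.1 can arise with 10 splits, so the count of splits alone cannot decide. After thinning all libraries to the same total, 17 of the 20 genes were still called, which argues against depth. The largest GC trend between the groups at these genes was 0.0313 on the log2 scale, far under the change needed for a call. With a trend this small, the calls after a correction for GC content decide nothing. How far that correction moved fold changes was computed only between hCAR/hPXR and WT mice given CITCO. There 0% of genes moved by over 0.1 on the log2 scale. The number of called genes was 54 without WT CITCO replicate 3, 6 without WT corn oil replicate 3, and 7 without each of WT CITCO replicate 1, WT CITCO replicate 2 and WT corn oil replicate 2. The gene lists bear on the explanations in part. The circadian clock list, which a difference in sampling time would move, had a median log2 fold change of 0.191 with 10 of 16 genes higher, and did not pass (adjusted p = 0.391 by camera); its genes go both ways, and the median was 0.053 without WT CITCO replicate 3. The fasting response list had a median of -0.415 with 11 of 15 genes lower, and passed by camera (adjusted p = 0.004) but not with an estimated correlation (0.279) or fry (0.178), nor by camera without WT CITCO replicate 2 (median -0.24, adjusted p = 0.103); the median was -0.20 without WT corn oil replicate 1. The Fig. 1D P450s, on which a response to CITCO would bear, were higher for 16 of 20 genes (median 0.121) and passed by camera (adjusted p = 0.00801) but not with an estimated correlation (0.358) or fry (0.206). By camera they did not pass without WT corn oil replicate 2 (adjusted p = 0.105), WT corn oil replicate 3 (0.102, median 0.08) or WT CITCO replicate 3 (0.076), and the median was 0.33 without WT corn oil replicate 1 and 0.20 without WT CITCO replicate 1. None of these values decides between a response of WT mice to CITCO and a difference in feeding, handling or sampling time, and all remain open.

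In the same comparison the acute phase list of 24 genes had a median log2 fold change of 0.54, with 20 genes higher. Camera gave an adjusted p-value of 7.6e-12, but the list did not pass with an estimated correlation (adjusted p = 0.177) or with fry (0.124). The median was 0.77 without WT CITCO replicate 3 and 0.38 without WT CITCO replicate 1. Saa1 had counts of 3578, 2644 and 111 in the WT CITCO libraries, against 223, 76 and 30 with corn oil. Between hCAR/hPXR and Car KO/hPXR mice, both given CITCO, the median was 1.04, with 23 of 24 genes higher, and the list passed with fry (adjusted p = 0.0383) and not with an estimated correlation (0.0769). With any 1 of these 6 libraries left out the median lay between 0.86 and 1.22, so no single mouse accounts for it. In the same comparison the circadian clock list (median -0.398, 13 of 16 genes lower) and the fasting response list (-0.39, 10 of 15 lower) passed by camera (adjusted p = 0.000724 and 0.004), but not with an estimated correlation (0.113 and 0.279) or fry (0.0671 and 0.178). The Fig. 1D P450s (median 0.144, 11 of 20 genes higher) passed by camera (adjusted p = 1.74e-09) and fry (0.0383), but not with an estimated correlation (0.113). The red blood cell list (-0.404, 6 of 6 lower) passed by camera (adjusted p = 0.0161), but not with an estimated correlation (0.383) or fry (0.306). The circadian clock median was -0.24 without Car KO/hPXR CITCO replicate 3, and the fasting response list did not pass without Car KO/hPXR CITCO replicate 2 (adjusted p = 0.0816 by camera). Between Car KO/hPXR and WT mice given CITCO the acute phase list had a median of -0.323 with 20 of 24 genes lower, and passed by camera (adjusted p = 0.0101) but not with an estimated correlation (0.525) or fry (0.439), nor by camera without WT CITCO replicate 1 (median -0.207, adjusted p = 0.152), WT CITCO replicate 2 (0.0781) or Car KO/hPXR CITCO replicate 3 (0.167). Human CAR and a difference in feeding, handling or sampling time all remain open.

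The Car KO/hPXR libraries are not compared with any other group in the paper's RNAseq results. Against WT mice given CITCO 22 genes were called, and 1 of 10 splits gave as many, the real one, with 0 genes in every other split; 58 were called without WT CITCO replicate 3 and 5 without WT CITCO replicate 1. Between hCAR/hPXR and Car KO/hPXR mice 50 genes were called, and again 1 of 10 splits gave as many, the real one, with at most 1 gene in the others; 10 were called without Car KO/hPXR CITCO replicate 3. Cyp2b10 was at least 67.7-fold higher in hCAR/hPXR than in Car KO/hPXR mice, and Cyp2c29 had a log2 fold change of 2.36 (adjusted p = 1.77e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp3a11 passed in neither comparison with Car KO/hPXR mice by edgeR (log2 fold change 1.03 and adjusted p = 0.0673 for hCAR/hPXR over Car KO/hPXR, 0.99 and 0.114 for Car KO/hPXR over WT), while with DESeq2 on all libraries both passed (adjusted p = 0.0028 and 0.0038). Over all alternatives the adjusted p-values lay between 2.31e-05 and 0.325 in the first and between 0.000118 and 0.434 in the second, and the first was 0.0405 without Car KO/hPXR CITCO replicate 2. Whether the 2 comparisons differ from each other was not tested. Cyp3a25 and Cyp3a59 were not called between hCAR/hPXR and Car KO/hPXR mice by edgeR (log2 fold change 0.27 and adjusted p = 0.703, 0.17 and 0.921), nor under any alternative, where the adjusted p-values were at least 0.534 and 0.725; Cyp3a59 changed sign without hCAR/hPXR CITCO replicate 2 (-0.002) and Car KO/hPXR CITCO replicate 3 (-0.165), and was 0.56 without Car KO/hPXR CITCO replicate 2, where Cyp3a25 was 0.43. Over WT mice given CITCO, Car KO/hPXR mice had log2 fold changes of 0.90 for Cyp3a25 and 2.25 for Cyp3a59, which did not pass by edgeR (adjusted p = 0.0766 and 0.0529) and passed with DESeq2 on all libraries (0.00236 and 0.00199). Over all alternatives these adjusted p-values lay between 0.000331 and 0.395 for Cyp3a25, which passed without WT CITCO replicate 3 (0.0324), and between 1.31e-08 and 0.329 for Cyp3a59, which passed without Car KO/hPXR CITCO replicate 3 (0.0247).

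Between hCAR/hPXR mice given CITCO and WT mice given corn oil 85 genes were called, 61 of them higher, and 1 of 10 splits gave as many, the real one, with at most 1 gene in the others. Genotype and treatment both differ here and cannot be separated. The number was 25 without WT corn oil replicate 2, 31 without WT corn oil replicate 3, 48 without hCAR/hPXR CITCO replicate 1 and 55 without hCAR/hPXR CITCO replicate 3. The acute phase list had a median log2 fold change of 1.31 with 24 of 24 genes higher, and passed by camera (adjusted p = 3.11e-43), with an estimated correlation (0.0457) and with fry (0.013); its median lay between 1.05 and 1.48 with a replicate left out. The list of Fig. 1D P450s also passed all of these tests (adjusted p = 2.19e-12, 0.0497 and 0.013). Of its 20 genes, 6 passed an adjusted p-value of 0.05 (edgeR), among them Por, which is not a P450. The median of the list was 0.015, with 11 genes higher and 9 lower. It changed sign without hCAR/hPXR CITCO replicate 2 (-0.079), WT corn oil replicate 2 (-0.066) or WT corn oil replicate 3 (-0.04). It was 0.28 without WT corn oil replicate 1 and 0.15 without hCAR/hPXR CITCO replicate 3. The fasting response list (median -0.343, 14 of 15 genes lower) passed by camera (adjusted p = 0.000136), but not with an estimated correlation (0.187) or fry (0.112). The red blood cell list (-0.586, 6 of 6 lower) also passed by camera (adjusted p = 5e-04), but not with an estimated correlation (0.245) or fry (0.152).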

How the results depend on the processing

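Of the results recomputed under the alternatives set before the data were examined, 737 kept their direction and their side of the threshold or stayed within 1.5 times of a count, 75 became weaker, 27 stronger, 31 reversed and 35 counts moved by over 1.5 times. The causes were not tested unless named.

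The number of called genes moved both with the filter and with single libraries. Without a filter on low counts 184 genes were called between hCAR/hPXR and WT mice given CITCO, 179 between WT CITCO and WT corn oil, 227 between Car KO/hPXR and WT mice given CITCO, 233 between hCAR/hPXR and Car KO/hPXR mice and 261 between hCAR/hPXR CITCO and WT corn oil. DESeq2's Wald test on all libraries gave 63, 42, 67 and 94 genes in the first 4 of these comparisons, and on only the groups compared 53, 40, 71 and 106. With edgeR on only the groups compared, 40 genes were called between Car KO/hPXR and WT mice given CITCO. A minimum mean count of 10 in place of edgeR's filter gave 35, 18, 22, 51 and 79 genes in the 5 comparisons.

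Across the fits that each left out one replicate, from 17 to 32 genes were called between hCAR/hPXR and WT mice given CITCO, from 6 to 54 between WT CITCO and WT corn oil, from 5 to 58 between Car KO/hPXR and WT mice given CITCO, from 10 to 58 between hCAR/hPXR and Car KO/hPXR mice, and from 25 to 91 between hCAR/hPXR CITCO and WT corn oil. DESeq2's Wald test, with each of the 12 libraries left out in turn, called from 39 to 70 genes between hCAR/hPXR and WT mice given CITCO; these fits were chosen after seeing the data.

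The medians of lists near 0 changed sign. Between hCAR/hPXR and WT mice given CITCO, the S phase median was 0 with edgeR on only the groups compared, -0.086 without a filter and -0.017 with limma on the transformed values, and from -0.11 to 0.24 with a replicate left out. The immediate early median was 0.017 with upper-quartile normalization, 0.085 with edgeR on only the groups compared, 0.10 without a filter, 0.086 with a minimum mean count of 10 and 0.027 with limma on the transformed values, and from -0.19 to 0.35 with a replicate left out. The fasting response median went from -0.28 to 0.082 with a replicate left out, the circadian clock median from -0.37 to -0.16 and the red blood cell median from -0.79 to -0.39. Between WT CITCO and WT corn oil, the S phase median was 0 without a filter and 0.007 with limma on the transformed values, and from -0.15 to 0.044 with a replicate left out, and the G2/M median went from -0.11 to 0.065. Cyp3a11 went from -0.34 to 0.16 in that comparison with a replicate left out, Phlda1 from -0.44 to 0.47 between hCAR/hPXR CITCO and WT corn oil, and Cyp3a59 from -0.165 to 0.563 between hCAR/hPXR and Car KO/hPXR mice. The median of the Fig. 1D P450s between hCAR/hPXR CITCO and WT corn oil was 0 without a filter and -0.004 with limma on the transformed values, and from -0.079 to 0.279 with a replicate left out.

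The G2/M list passed the threshold between hCAR/hPXR and WT mice given CITCO without a filter (median 0.32) and with limma on the transformed values (0.07). The calls of several other lists depended on the correlation assumed between genes. In this comparison the acute phase list (median 0.71), the Fig. 1D P450s (-0.11), the circadian clock list (-0.25) and the red blood cell list (-0.58) did not pass with an estimated correlation or with fry, nor did the acute phase list (0.54), the fasting response list (-0.415) and the Fig. 1D P450s (0.121) between WT CITCO and WT corn oil. Neither did the acute phase list between Car KO/hPXR and WT mice given CITCO (-0.323). Nor did the circadian clock list (-0.398), the fasting response list (-0.39) and the red blood cell list (-0.404) between hCAR/hPXR and Car KO/hPXR mice. There the acute phase list (1.036) and the Fig. 1D P450s (0.144) passed with fry and not with an estimated correlation. Between hCAR/hPXR CITCO and WT corn oil the acute phase list and the Fig. 1D P450s passed with both. The fasting response list (-0.343) and the red blood cell list (-0.586) passed there with neither. With a replicate left out, the medians between WT CITCO and WT corn oil went from -0.432 to -0.198 for the fasting response list and from 0.08 to 0.329 for the Fig. 1D P450s, that of the fasting response list between hCAR/hPXR and Car KO/hPXR mice from -0.405 to -0.349, and that of the acute phase list between Car KO/hPXR and WT mice given CITCO from -0.393 to -0.207. The Fig. 1D P450s and the circadian clock list also did not pass without a filter (-0.085 and -0.20) and with limma on the transformed values (-0.12 and -0.098).

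Replicate numbers did not pair the mice: deviations of mice with the same number had correlations between -0.057 and 0.075 across genes. With the replicate number as a block, 33, 20, 24, 53 and 91 genes were called in the 5 comparisons, in the order given above.

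Depth limits the result on cell-cycle genes, whose median was 3.33 counts per library.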

Differences from the paper's values

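Neither the number of genes nor any fold change of Supplementary Table 1 differed from the value of all 12 libraries both by more than the spread between mice and by more than 1.5 times; Ugt1a1 and Nr1i2 could be compared only as lower bounds. The calls differed. Of the paper's 47 genes, 22 were called by edgeR on all 12 libraries and 35 by DESeq2 on all 12 libraries, and edgeR called 13 genes that the table does not list. The alternatives set before the data were examined called between 11 of them, without WT CITCO replicate 1, and 38, without a filter on low counts (29 with DESeq2 on only the groups compared), so none called all 47. DESeq2's Wald test without WT CITCO replicate 3, chosen after the values and the table had been seen, called 47 genes, the same 47 as the table. It was 1 of 14 DESeq2 fits compared with the table.

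The paper describes Ugt1a1 as strongly induced. Here Ugt1a1 was not called by edgeR on all 12 libraries (adjusted p = 0.446, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 on all 12 libraries called Ugt1a1, and so did edgeR without a filter on low counts.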

Other observations

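The tests of Supplementary Table 1, Ugt1a1, Tomm40l, depth and GC content were chosen only after the values had been seen, and the explanations are hypotheses.

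The fold changes of Supplementary Table 1 differed from those of DESeq2's Wald test on all 12 libraries by a median of 0.147 on the log2 scale, Ugt1a1 left out. The fit was repeated without each of the 12 libraries in turn and with only the groups compared, so 14 fits were set against the table. Without WT CITCO replicate 3 the median difference was 0.000283 and the largest 0.0327, and all 47 genes of the table, and no others, were called. The other 11 fits that left out a library had median differences between 0.146 and 0.289 and called between 22 and 37 genes of the table. The adjusted p-values, compared only after this fit had been found, equalled the printed ones for 47 of the 47 genes, and for 0 genes in each of the other 13 fits. For Ugt1a1 the fold change was 4279000 against 4279242 in the table, and 6505000 with all 12 libraries. A candidate explanation is that the table was computed without this library, and these values fit it. The methods give 3 mice per group for the short-term treatment, and the paper's text mentions no library left out, so that it was left out is not stated there and stays a hypothesis. WT CITCO replicate 3 had a Saa1 count of 111 where replicates 1 and 2 had 3578 and 2644, and a Ppp1r3c count of 51 where they had 16 and 9. Of the 20 genes called between WT CITCO and WT corn oil, it was the WT CITCO library nearest to the corn oil mean for 16, and replicates 1 and 2 for 2 each. Phlda1, for example, was at 97.1 CPM in it, against 210 and 199 in replicates 1 and 2 and at most 81.1 with corn oil, and Onecut1 at 90.0, against 144 and 113 and at most 23.6 with corn oil.

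Ugt1a1 was counted in 4 of the 12 libraries, in 3 of the 4 groups. A candidate explanation is that reads of the exons shared by the Ugt1a genes were divided between the genes differently from library to library. The summed counts had a log2 fold change of 0.238 between hCAR/hPXR and WT mice given CITCO, with a standard error of 0.167. By the same division Ugt1a1 is at most 7.45% of the sum, which would then hardly move with it in either case. This share is itself an estimate. Neither the sum nor the share can tell this explanation and a true rise of Ugt1a1 apart.

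Depth and GC content were examined as causes of the calls between hCAR/hPXR and WT mice given CITCO. Of the 35 genes, 32 were still called after thinning, which argues against depth for these, and the largest GC trend at the 35 genes was 0.0236 on the log2 scale, far under the change needed for a call. In 1 of 10 splits, the real one, as many genes were called, and every other split called 0. No share under 0.1 can arise with 10 splits, so the count of splits alone cannot decide. The test made 0 calls between simulated groups without any change, and the adjusted p-values were 4.75e-08 for Cyp2b10 and 1.69e-08 for Nr1i2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

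Some genes that are lower in hCAR/hPXR than in WT mice given CITCO were higher in WT mice given CITCO than in WT mice given corn oil. Onecut1 fell by 2.04 on the log2 scale in the first comparison and rose by 3.17 in the second, and Hhex, Phlda1 and Cish went the same ways. Of the genes of the table, 8 were called between WT CITCO and WT corn oil, each with the opposite sign. Both comparisons share the WT CITCO libraries, so opposite signs arise by chance: across genes, which are not independent replicates, r was -0.49, against a mean of -0.51 in 40 simulations without any change, and 35 of the 47 genes with the lowest p-values in the first had opposite signs, against a mean of 43.9. For this pair of comparisons the opposite signs are therefore no evidence of an effect. However, 6 genes were called in both, against a mean of 0.05 and at most 1 in the simulations. The pair of WT CITCO against WT corn oil and Car KO/hPXR against WT CITCO, which shares the same libraries, went beyond the simulations: r was -0.582, outside the simulated range of -0.552 to -0.479, and 40 of the 47 genes with the lowest p-values in the first had the opposite sign and an unadjusted p-value under 0.05 in the second, against at most 24 in the simulations. Opposite signs alone were found for 47 of the 47, against a mean of 43.9 and at most 47. Against WT corn oil, hCAR/hPXR mice had log2 fold changes of 1.13 for Onecut1, -0.54 for Hhex and -0.15 for Phlda1, none of which passed the test. Phlda1 changed sign there without 1 library, to 0.47 without WT corn oil replicate 1, and Hhex and Phlda1 lost their calls between WT CITCO and WT corn oil in most fits that left out a library. No cause was tested.

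Tomm40l, which overlaps Nr1i3, had counts of 2, 0 and 0 in Car KO/hPXR mice against 16, 15 and 12 in WT and 12, 17 and 6 in hCAR/hPXR mice given CITCO. It was at least 4.25-fold lower than in WT mice (adjusted p = 0.0529, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all alternatives the adjusted p-values lay between 2.79e-05 and 0.222, and it passed without WT CITCO replicate 3 (0.0495). The hCAR/hPXR mice lack Nr1i3 as well (counts of 2, 0 and 6) and kept Tomm40l at 7.02 ± 2.51 CPM (SD, n = 3), which argues against reads of Nr1i3 as the source of the Tomm40l counts. Pcp4l1, the neighbour on the other side, does not overlap Nr1i3. It had counts of 0, 0 and 2 in Car KO/hPXR mice against 7, 2 and 15 in WT and 21, 23 and 8 in hCAR/hPXR mice, and was at least 4.49-fold lower in Car KO/hPXR than in hCAR/hPXR mice (adjusted p = 0.0414 by edgeR). This call was lost with any 1 of the 6 libraries left out, with adjusted p-values between 0.0746 and 0.221, and over all alternatives they lay between 0.000142 and 0.221. An effect of the knockout allele on its neighbours remains open. Xist had at most 2 counts in any library, and Ddx3y at least 91. Glul, Nnt and Ddx3y were called in none of the 5 comparisons by edgeR, and Mki67 and Meg3 had too few counts to be tested.

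The other gene lists were compared between hCAR/hPXR and WT mice given CITCO with camera at a preset correlation of 0.01. The Fig. 1D P450s had a median log2 fold change of -0.11 with 8 of 20 genes higher (adjusted p = 1.57e-06), the acute phase genes 0.71 with 22 of 24 higher (1.44e-16), the circadian clock genes -0.25 with 6 of 16 higher (0.0233), the fasting response genes -0.17 with 5 of 15 higher (0.245), the red blood cell genes -0.58 with 0 of 6 higher (0.00154) and the immediate early genes -0.003 with 5 of 10 higher (0.915). None of the 8 lists passed in this comparison with an estimated correlation or with fry. Camera's p-values carry no direction here, and the median is not what camera tests. The changes of the Fig. 1D P450s ran from -0.71 to 6.05, so their negative median does not show that they were lower.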
